# Single-Cell Sequencing Analysis of the db/db Mouse Hippocampus Reveals Cell-Type-Specific Insights Into the Pathobiology of Diabetes-Associated Cognitive Dysfunction

**DOI:** 10.3389/fendo.2022.891039

**Published:** 2022-06-01

**Authors:** Shizhan Ma, Wenkai Bi, Xueying Liu, Shangbin Li, Yaxin Qiu, Chengcheng Huang, Renjun Lv, Qingqing Yin

**Keywords:** diabetes-associated cognitive dysfunction, hippocampus, microglia, inflammation, single-cell transcriptomics

## Abstract

Diabetes-associated cognitive decline (DCD), is one of the complications of diabetes, which is characterized by a series of neurophysiological and pathological abnormalities. However, the exact pathogenesis of DCD is still unknown. Single-cell RNA sequencing (scRNA-seq) could discover unusual subpopulations, explore functional heterogeneity and identify signaling pathways and potential markers. The aim of this research was to provide deeper opinion into molecular and cellular changes underlying DCD, identify different cellular types of the diabetic mice hippocampus at single-cell level, and elucidate the factors mediating the pathogenesis of DCD. To elucidate cell specific gene expression changes in the hippocampus of diabetic encephalopathy. Single-cell RNA sequencing of hippocampus from db/m and db/db mice was carried out. Subclustering analysis was performed to further describe microglial cell subpopulations. Interestingly using immunohistochemistry, these findings were confirmed at the protein level. Single cell analysis yielded transcriptome data for 14621 hippocampal cells and defined 11 different cell types. Analysis of differentially expressed genes in the microglia compartments indicated that infection- and immune system process- associated terms, oxidative stress and inflammation play vital roles in the progression of DCD. Compared with db/m mouse, experiments at the protein level supported the activation of microglia, increased expression of inflammatory factors and oxidative stress damage in the hippocampus of db/db mouse. In addition, a major finding of our research was the subpopulation of microglia that express genes related to pro-inflammatory disease-associated microglia (DAM). Our research reveals pathological alterations of inflammation and oxidative stress mediated hippocampal damage in the db/db mice, and may provide potential diagnostic biomarkers and therapeutic interventions for DCD.

## Introduction

Metabolic diseases such as diabetes mellitus impairs the function of the brain and are called diabetic encephalopathy, including functional impairment of cognition, neuronal signal transduction, synaptic plasticity and neurophysiological changes, and potential structural damage associated with diabetes mellitus (1–3). Diabetes-associated cognitive dysfunction (DCD), a major complication of diabetes, is gaining more attention (4). The impairment of cognition in diabetes includes impaired learning, memory, problem−solving, attention and reduced information processing speed (1). Additionally, numerous clinical studies have shown that diabetes mellitus is closely related to vascular dementia, as well as Alzheimer’s disease (AD) (5, 6). Multiple studies have demonstrated that factors such as neuronal apoptosis, oxidative stress, neuroinflammation and altered neurogenesis may play a role in DCD (7, 8), in which oxidative stress and neuroinflammation are early-onset mechanism in diabetic encephalopathy (9, 10). The hippocampus plays a vital role in learning and memory, and the impairment of its function is linked to DCD (11). However, the mechanism by which diabetes impairs cognitive function have not yet been clearly established, including changes in these individual cellular compartments of the hippocampus and how they interact with each other.

Analysis of gene expression in hippocampal cells is an appropriate approach to decipher pathological changes in DCD, but there is a high degree of cellular heterogeneity in hippocampal cells. The current advent of scRNA-seq technology can discover new cell subpopulations and further explore gene regulatory mechanisms to reveal heterogeneity in genes and functions of each cell. Recent studies have shown that scRNA-seq in a mouse model of AD (5xFAD) identified a novel disease-associated microglia type (DAM), and revealed significant molecular heterogeneity within DAM, including pro-inflammatory and anti-inflammatory phenotypes (12, 13). Thus, this technology provides the opportunity to dissect different cell types in complex tissues, such as the hippocampus at single-cell resolution, which provides insights into the transcriptional signature in individual cells from a more detailed and microscopic perspective (14–16).

To explore the pathophysiology of DCD, we used db/db mouse, a model of type 2 diabetes (T2DM), characterized by the homozygous mice express deficient leptin receptors, which results in T2DM phenotypes including hyperglycemia, severe obesity, hyperphagia, polyuria and metabolic syndrome. In our present research, we applied scRNA-seq technology captures T2DM-induced gene changes in a large number of hippocampal cells and provides a comprehensive and detailed view of cell alterations occurring in the hippocampus to decipher the pathology of DCD.

## Materials and Methods

### Animals

Animal studies were performed in compliance with the requirements of the National Laboratory Animal Use Act of the People’s Republic of China and in accordance with protocols approved by the Animal Care and Use Committee of Shandong Provincial Hospital Affiliated to Shandong First Medical University. Twelve-week male db/db mice (BKS.Cg-Dock7m+/+ Leprdb/J, n=8) and db/m (Dock7m +/+ Leprdb, n=8) were obtained from Changzhou Cavens Laboratory Animal Co., Ltd (Jiangsu, China). They were kept in a temperature-controlled room (23 ± 1°C) under a 12 h light/dark cycle and allowed free access to chow and water. Animals with fasting plasma glucose levels >300 mg/dl were classified as diabetic.

### Morris Water Maze Test (MWM)

Using the MWM test, we assessed spatial learning and memory ability of eighteen-week mice (17). The maze apparatus includes a circular plastic pool filled with water added with black in kat approximately 22 ± 1°C. The circular plastic pool is divided into 4 quadrants, one of which includes an escape platform (diameter, 5 cm; height, 15 cm) was placed 1 cm underwater and at a fixed position. The test composed of a 5-day acquisition phase trial and a probe trail on day 6. During acquisition phase trials, the animals were placed in the water, were able to reach to the platform within 60 s, which were remained on the platform for 10 s, and each animal was trained four times every day. However, if the mice failed to find the platform within 60 s, they were gently guided to the platform and remained there for 10 s, and the escape latency was recorded as 60 s. On the sixth day, the spatial exploration test with the platform removed was carried out, and rats were permitted to swim for 60 s. Data of the time spent and the number of platform crossings in the target quadrant within 60 s were recorded. The mice movement of the escape latency was recorded using a computerized video system and analyzed by a computer system.

### Hippocampus Dissection and Dissociation

The protocol for dissection and single-cell dissociation were performed as previously described (18). After Morris Water Maze testing was completed, mice were immediately euthanized with sodium pentobarbital (50 mg/kg, i.p.) and systemically perfused with cell culture grade saline (0.9%, sigma). The brains were removed and samples of the hippocampus of the brain were immediately isolated from the ipsilateral side of the brain on ice, which dissociated into a viable single-cell suspension. Briefly, using scalpels, we mince hippocampus samples, which further were digested in Earle’s Balanced Salt Solution (EBSS) containing DNAse I (0.01 mg/ml) and papain (1 mg/ml) for 60 minutes at 37°C. Hyaluronidase prevents dissociation. Intact cells were isolated on a single step discontinuous density gradient and resuspended in phosphate buffered saline containing 0.04% weight/volume bovine serum albumin (BSA), for single cell transcriptomic analysis processing.

### ScRNA-Seq

Hippocampus single-cell suspensions from db/db and db/m mice were added to the Chromium Single Cell Controller Instrument (10x Genomics, Shanghai Genechem Co.,Ltd.) to create single-cell gel beads. According to the manufacturer’s protocol, the scRNA-seq libraries were prepared with the Chromium Single-cell 3′ Reagent V3 Kits, and sequenced on an Illumina HiSeq X Ten System. We obtained 150 bp paired-end reads.

### ScRNA-Seq Data Analysis

Raw sequencing data, cellular barcodes were demultiplexed by using Cell Ranger Software Pipeline (version 3.0), using the STAR aligner (version 3.1.0), we map reads to the mouse reference genome and transcriptome. To produce a matrix of gene counts versus cells, down-sample of reads was required to produce normalized aggregate data across samples. The unique molecular identifier (UMI) count matrix was processed by using R package Seurat (version 3.1.1) (19). In order to eliminate low-quality cells and likely multiplet captures, the cells with >200 genes and <8000 genes; >400 UMIs and <20% mitochondrial RNA (mtRNA) were retained for subsequent analyses. The filtered matrix was normalized for library size to gain normalized counts in Seurat.

Identification of the top variable genes in individual cells was performed (20). In summary, principal component analysis (PCA) was performed on the highly variable genes to lessen the dimensionality, and the top principal components (PCs) were chosen for cell clustering using a graph-based clustering method. We visualised the clustering results using t-Distributed Stochastic Neighbor Embedding (t-SNE) technique. t-SNE dimensional reduction was performed in R using the Seurat package. Compared with classical cell type markers, the identified 26 cell clusters correspond to 10 cell types. In order to quantify changes in hippocampal intercellular communication during diabetes mellitus, CellPhoneDB (V2.0) was used to identify biologically relevant ligand receptor partners (21). To characterize intercellular correspondence organizations, we connected any two cell types in which ligands and receptors were communicated in the previous and last cell types, separately.

The Find Markers function (test.use = bimod) of Seurat package was used to identify differentially expressed genes. P-value < 0.05 and |log2foldchange | > 0.58 were set as the differential expression thresholds. Differentially gene expression (DEGs) was subjected to GO enrichment and KEGG pathway enrichment analysis using hypergeometric distribution in R package, and functional association networks were constructed and defined using STRING version 11.0.

### Immunofluorescence Staining

PFA fixed brain tissues were cut into cryosections. Nrf2, HO-1, Nlrp3, Iba-1, Trem2 and Cmklr1 expression levels in brain tissue sections were characterized using immunofluorescence.

Cryosections were air dried at room temperature, rinsed with PBS, supplemented with 0.4% Triton X-100, and submitted for antigen retrieval. Sections were blocked with 10% normal goat serum for 1 h at 37°C. The sections were incubated with anti-Nrf2 (GB113808, Abcam; 1:500), anti-HO-1 (GB11845, Abcam; 1:200), anti-NLRP3(GB11300, Abcam; 1:200), anti-TREM2 (bs-2723R, Abcam; 1:200), anti- Cmklr1 (bs-10185R, Abcam; 1:200) or anti-Iba-1 (GB12105, Abcam; 1:500) at 4°C overnight. The next day, sections were washed and incubated with tetramethylrhodamine labeled anti mouse IgG for 1 h at room temperature; Nuclei were dyed with 4, 6- diaminido-2-phenylindole (DAPI) before 10 min of mounting. Sections were then analyzed under a laser scanning confocal microscope (Olympus, Tokyo, Japan). We analyzed the images using Image-Pro Plus 6.0 software (Media Cybernetics, USA). The results were analyzed using GraphPad Prism 5.0 software and are showed as the mean ± standard error of mean. Statistically significant differences were determined using a two-tailed unpaired Student’s t test. P<0.05 was considered statistically significant. A two-tailed unpaired Student’s t-test was used to determine statistically significant differences. P < 0.05 was considered statistically significant.

## Results

### Impairments of Learning and Memory In db/db Mice

The Morris water maze test is commonly used to study spatial learning and memory loss in animals. During the acquisition phase trials, escape latencies did not differ significantly between groups on day 1 (P> 0.05; **Figure 1A**), in addition, the time to find the hidden platform was declined progressively from the second day to the fifth day. Interestingly, the db/db group spent significantly more time finding the hidden platform compared to the db/m group (P < 0.05; **Figure 1A**). The typical swimming traces of mice is illustrated in **Figure 1B**, the db/db mouse showed a more disorganized and longer swimming paths. The hidden platform was removed during the spatial probe trial. As expected, compared with that of the db/m group, the time spent in the target quadrant of db/db group and the number of platform crossings were was markedly reduced (P < 0.05; **Figures 1C, D**). In summary, these results based on the MWM test demonstrated impaired learning and memory in db/db mice. In the current study, all db/db mice developed concomitant cognitive decline. Hence, we performed single-cell transcriptome analysis of hippocampal tissues from db/m mice and db/db mice.

**Figure 1:**
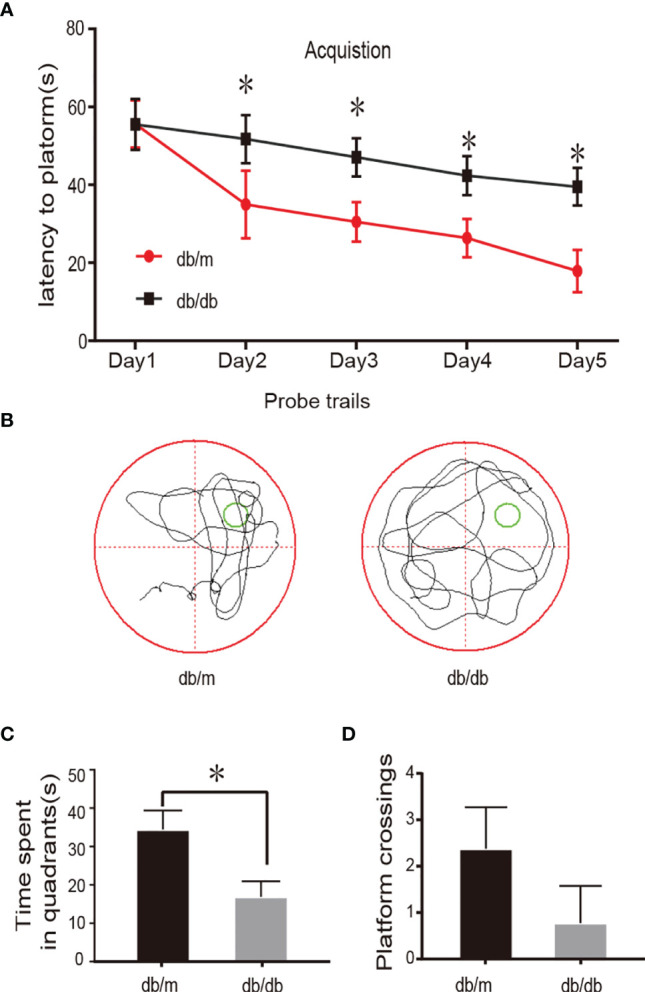
Learning and memory impairment in db/db mouse. In the MWM test, day 1 represents performance on the first trial, and subsequent scores show average of all daily trials. **(A)** Escape latency of the 5-day acquisition trials in MWM. **(B)** Representative swim pathways of respective groups in the spatial probe test. **(C)** Time spent in the target quadrant during the probe trial. **(D)** The numbers of the target platform crossings in the probe trial. Data are represented mean ± SEM for 3 mice in each group. ^⁎^ *P* < 0.05 vs. db/m group.

### ScRNA-Seq Analysis Resulted in 26 Clusters and Identified Ten Cell Types

Isolated hippocampus from db/m and db/db mouse were separated into single-cell suspensions. 

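The hippocampus of db/db mice, which carry a mutated leptin receptor gene and develop T2DM, and of db/m mice, their non-diabetic controls, gave 1 library each at 18 weeks of age. How many mice went into a library is not given in the sources used here. The authors deposited the UMIs (unique molecular identifiers, which mark single RNA molecules) counted on each gene in each cell barcode, without normalization, and the count matrix holds 17988 barcodes of both libraries. The methods state that reads were down-sampled between the samples before counting. Whether the deposited counts include that step was not tested. The header of the matrix names Cell Ranger 5.0.1, while the methods name an earlier version, and the genome build is not given in the sources used here. The sample labels describe an RNA extraction and a bulk library kit, whereas the methods describe droplet-based 3′ libraries of single cells, and the counts have the form of the latter. Each barcode was assigned to its library by its suffix, which separates the db/db from the db/m cells listed in Supplementary Table 5. The db/db library held 5595 barcodes with 57678640 UMIs and the db/m library 12393 barcodes with 51248643 UMIs. As checks of the labels, Xist, which is transcribed from the inactive X chromosome of females, had 3 UMIs in db/db and 11 in db/m cells, while Ddx3y on the Y chromosome had 8306 and 5061. Lepr, the leptin receptor gene, had 106 and 45 UMIs, which do not show whether the gene is mutated. Cells that passed the filters were clustered over both libraries together on their 2000 most variable genes, with 30 principal components and a resolution of 1.0, without integration. Clusters were named from marker genes fixed before the data were examined, by a rule whose final form was set after the clusters had been seen, and a class is written here as microglia-like or oligodendrocyte-like. UMIs were then summed over the cells of a class in each library and scaled to the same total as CPM, and genes were compared by the log2 ratio of db/db over db/m. Genes were matched by Ensembl identifier, and positions are those of GENCODE M21 on GRCm38. With 1 library per genotype no difference has a replicate error and no test was run. The 95% intervals are exact Poisson intervals for counts and exact Clopper-Pearson intervals for shares and for the ratio of 2 counts. Those of list medians come from Poisson draws of the counts, and all cover counting error only.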

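With the limits of the methods, more than 200 and fewer than 8000 genes, more than 400 UMIs and less than 20% mitochondrial UMIs, 14620 of the 17988 barcodes remained. The mitochondrial limit was exceeded by 520 db/db and 2135 db/m barcodes.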

After quality control filters, A total of 14621 cells were used for a following analysis. Of these, 4667 cells (32%) originated from db/db mice and 9954 cells (68%) from db/m mice. 

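In the counts used here, 4667 cells (31.9%) came from the db/db and 9953 (68.1%) from the db/m library. The db/db cells held 50502273 UMIs, with a median of 8640 UMIs and 2722 genes per cell, and the db/m cells 47066312 UMIs, with a median of 1685 UMIs and 926 genes. The alternative that moved the number of db/m cells most was a lower limit of 1000 UMIs, with 4410 db/db and 6467 db/m cells.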

After the completion of quality control, PCA and t-SNE analysis was conducted. The workflow of this study is shown in **Figure 2A**. 

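Clustering of the filtered cells gave 34 clusters. Of these, 7 clusters, with 10.2% of the db/db and 20.0% of the db/m cells and median depths of 1848 and 863.5 UMIs, could not be named from the markers, and cluster 12 among them held 430 db/db cells and 0 db/m cells. A further unnamed cluster, cluster 3, carried microglial markers at a median of 869 UMIs in its 111 db/db cells and 802.5 UMIs in its 1000 db/m cells. Resolutions of 0.5 and 2.0 gave 25 and 43 clusters.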

Based on expression of well-established markers, the cells were classified into 26 transcriptionally distinct clusters (**Figures 2B–E**), and divided into 10 distinct cell types based on cell-type-specific gene expression and annotated as follows: B cells, Endothelial cells, Ependymal cells, Fibroblast, Microglia, Mural cells, Neurons, NKT, Oligodendrocyte, Oligodendrocyte Precursor Cell (OPC). The abundance of db/m vs db/db cells per cluster is represented in **Figures 2C–E** shows the relative abundance of cell types for each genotype. In this scRNA-Seq data, compared with db/m mice, the relative abundance of microglia and oligodendrocyte in db/db mice changed significantly (**Figure 2E**), so we first analyzed this type of cells, and further performed DEGs and/or sub cluster analysis on these data.

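Microglia-like cells were 1771 of the 4667 db/db cells (37.9%, interval 36.6% to 39.4%) and 802 of the 9953 db/m cells (8.06%, interval 7.53% to 8.61%). They came from clusters 1 (1078 db/db and 404 db/m cells), 6 (576 and 329) and 15 (117 and 69). Cluster 3, kept out of the class by all 3 versions of the naming rule, held 2.38% of the db/db and 10.0% of the db/m cells. Counting it as microglia-like, an alternative chosen after seeing the data, moved the shares most, to 40.3% and 18.1%. Oligodendrocyte-like cells were 9.49% of the db/db (interval 8.67% to 10.4%) and 25.6% of the db/m cells (interval 24.7% to 26.5%). A mitochondrial limit of 10% moved the db/db share of this class most, to 2.36%, with 16.9% in db/m. The shares of the 2 classes are parts of one total in each library, so that a higher share of one type lowers the others.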

**Figure 2:**
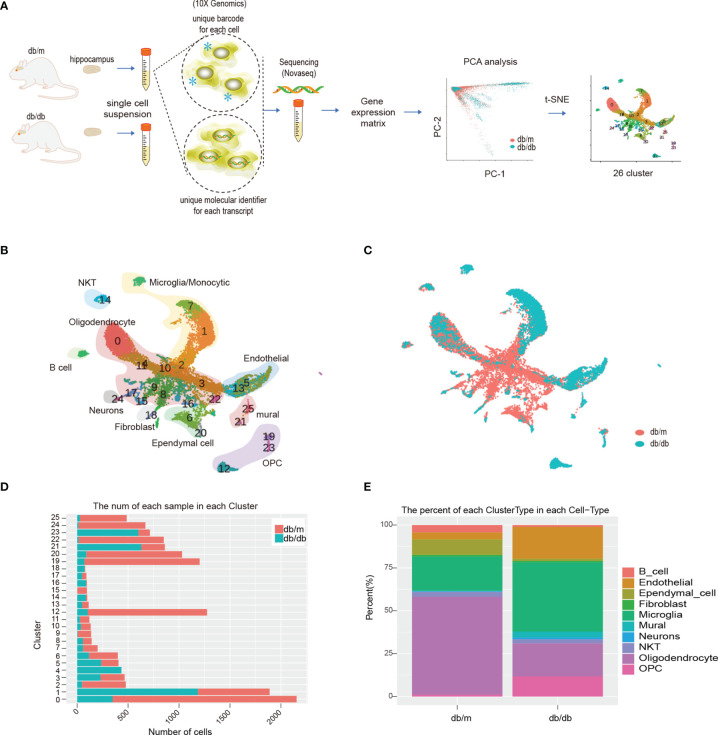
Schematic diagram of the experimental workflow, and scRNA-seq analysis of db/db vs db/m mouse hippocampus. The workflow is illustrated in **(A)**, * represent barcode sequence labeled cells. **(B)** t-SNE plot of 14621 cells isolated from db/db and db/m hippocampus, exhibiting 26 clusters that were identified. **(C)** t-SNE plot of 14621 cells isolated from the db/db and db/m hippocampus, colour coded according to genotype. **(D)** Number of db/db (orange) and db/m (cyan) hippocampus cells per cluster. **(E)** Relative abundances of the different hippocampus cell types per genotype.

### DEGs Analysis in db/db vs db/dm Mice Microglia

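The microglia-like cells held 17116818 UMIs in db/db and 6216552 UMIs in db/m mice, with medians of 9630 and 7831.5 UMIs per cell. Over the 7435 genes with a mean of at least 10 CPM, the median log2 ratio of db/db over db/m was -0.02, and 0.04 with the TMM normalization of edgeR. Among OXPHOS genes, the 13 that the mitochondrial genome encodes were all higher in db/db, with a median log2 ratio of 0.35 (interval 0.33 to 0.38). Their median was above that of 99.99% of 10000 random lists of genes of like expression. With cells thinned to 1000 UMIs their median was 0.28, above 99.64% of random lists. With cells thinned to 500 UMIs it was 0.21, above 90.59%, and 11 of the 13 were higher. With cluster 3 counted as microglia-like, an alternative chosen after seeing the data, their median was 0.03 and 7 of the 13 were higher.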

Based on DEGs, the following functional networks upregulation were found in db/db microglia (**Figure 3**; **Supplementary Table 1**): immune system and response, inflammation, neuronal functions, OXPHOS, Cell cycle, NF-κB signal, nucleic acid binding and RNA binding, chromosome maintenance, cytoskeleton, DNA Repair, glucose/lipid metabolism, GTP binding and GTPase activity. Notably, microglia are immune cells that participate in inflammatory responses in central nervous system (CNS), we observed several markers of inflammatory response, including Il7ra, Il6ra, Irf2bpl, Cmklr1, Mafg, Map2k3, Ncf1, Nlrp3 and Trem2. 

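The 9 genes, with the Il7ra of the text taken as the Il17ra of Figure 3, had a median log2 ratio of 0.22 (interval 0.18 to 0.31) in microglia-like cells, above that of 95.3% of random lists of like expression. Of the 9, 7 were higher in db/db mice. The alternative that moved the median most, to 0.36, took the db/m cells from Supplementary Table 5 and was chosen after seeing the data, and with every cell thinned to 1000 UMIs it was 0.16, above 82.9% of random lists. Nlrp3 (ENSMUSG00000032691, chromosome 11 from 59541568 to 59566956) had 7790 UMIs or 455 CPM in db/db and 1898 UMIs or 305 CPM in db/m mice, a log2 ratio of 0.58 (interval 0.50 to 0.65). A UMI of Nlrp3 was found in 78.9% of db/db and 65.7% of db/m microglia-like cells. In cells thinned to 1000 UMIs, which left out 7 db/db and 12 db/m cells, these shares were 30.0% and 23.9%. In oligodendrocyte-like cells, at median depths of 9092 and 7850 UMIs, they were 1.35% and 1.14%, and 0% and 0.331% after thinning. Nlrp3 was also higher in db/db border macrophage-like (log2 ratio 2.34), monocyte-like (0.74), neuroblast-like (3.16) and neuron-like cells (3.24, from 13 and 1 UMIs). In ependymal-like cells it was -0.24, with an interval that held 0, and the other classes had a mean under 10 CPM. In microglia-like cells, Irf2bpl, Il17ra, Map2k3, Mafg and Ncf1 had log2 ratios of 0.53, 0.38, 0.31, 0.22 and 0.22. Il6ra did not differ beyond counting error, with a log2 ratio of 0.01 (interval -0.08 to 0.09). Cmklr1 (ENSMUSG00000042190, chromosome 5 from 113612354 to 113650426) was lower in db/db mice, at 61.2 CPM against 71.9 CPM, a log2 ratio of -0.23 (interval -0.39 to -0.07). Trem2 (ENSMUSG00000023992, chromosome 17 from 48346401 to 48354147), which is also one of the 13 markers that named the class, was at 1758 CPM in db/db and 2043 CPM in db/m mice, a log2 ratio of -0.22 (interval -0.25 to -0.19). With cluster 3 counted as microglia-like, the log2 ratio of Trem2 was -0.08.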

To determine glial activation and inflammation factors, immunofluorescent staining for in the hippocampus of mice were performed. Iba-1 is highly expressed in activated microglia. We found that the expression of Nlrp3, Cmklr1, compared with db/dm group, the number of positive cells labeled by TREM2 and Iba-1 in hippocampus of db/db group was significantly increased (**Figure 4**), suggesting that T2DM facilitates microglial activation and increases levels of inflammatory factors in the hippocampus. Additionally, Immunofluorescence was also used to analyze the expression of Nrf2/HO-1 system, which has beneficial effects by protecting against oxidative damage (22). As seen from **Figure 5**, the db/db group rats showed significantly lower levels of Nrf2 and HO-1 in the hippocampus (P<0.05) compared to the db/m group rats, suggesting the antioxidant system was damaged in the db/db mice. 

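The 10 myelin genes of the oligodendrocyte markers were all lower in db/db microglia-like cells, with a median log2 ratio of -2.35 (interval -2.46 to -2.13), below all 10000 random lists. Removing the 5% of cells with the highest doublet scores, an alternative chosen after seeing the data, moved the median most, to -3.33. The myelin genes were also lower in db/db in each of the other 12 classes that do not make myelin, with a median over these classes of -3.83 and a range from -6.43 to -0.70. In some of these classes different clusters held most cells of each library, as for endothelial-like cells (cluster 4 in db/db and cluster 5 in db/m).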

Downregulated genes in db/db mice microglia associated into OXPHOS, myelin and glial cell differentiation (**Figure 3**; **Supplementary Table 1**).

**Figure 3:**
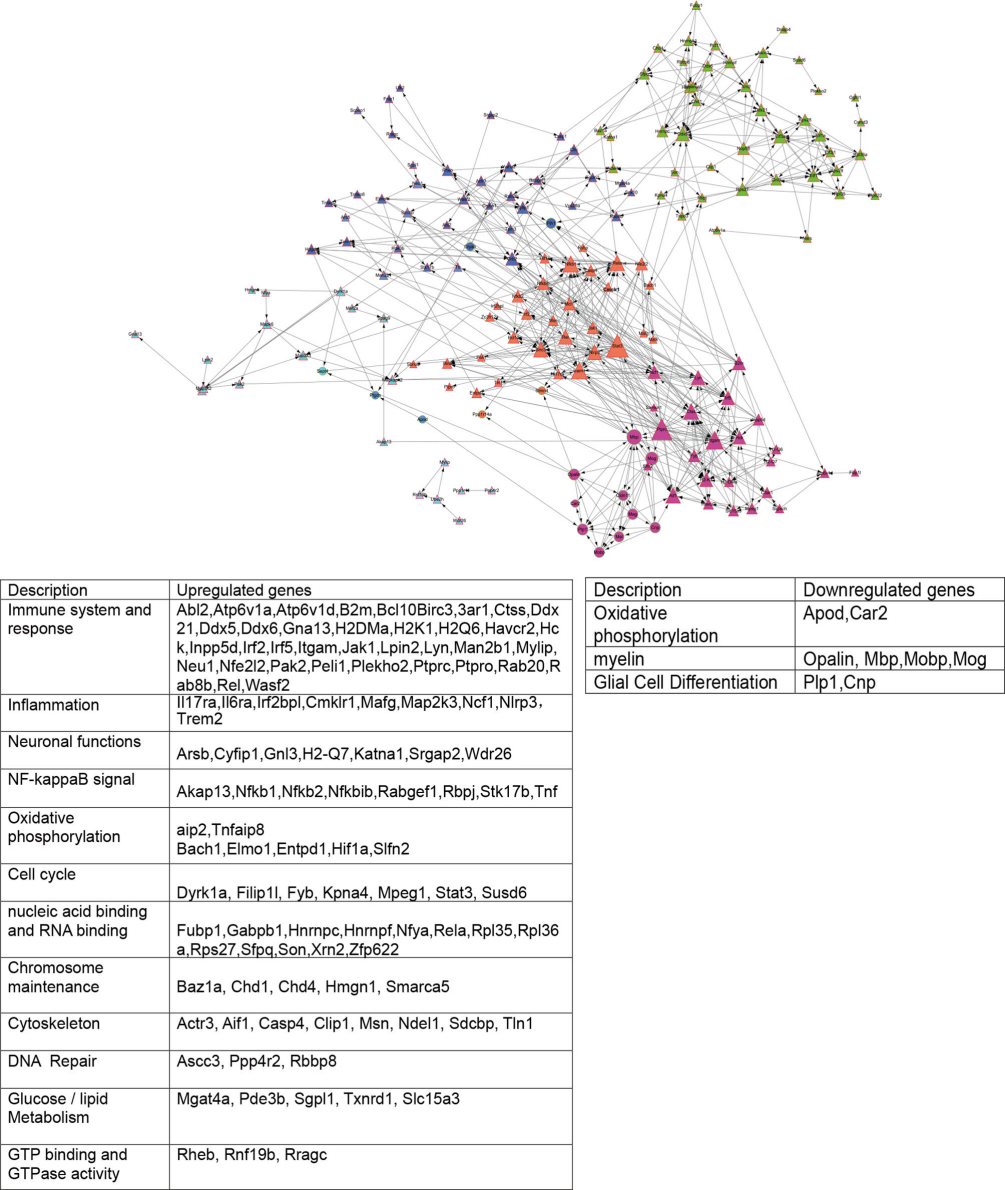
STRING analysis of DEGs networks in db/db with db/m microglia. Shapes represent up - and downregulated messages. Triangles represent upregulated gene networks and circles represent downregulated gene networks; Different colors represent different cluster, the size of the dots represents the degree.

**Figure 4:**
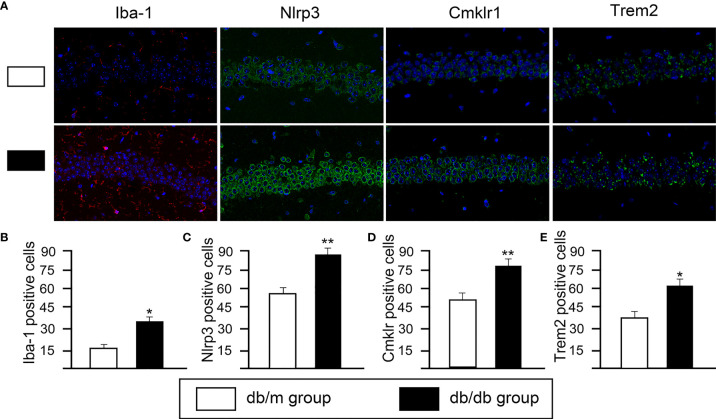
The changes of microglial activation and neuroinflammation in hippocampal CA1 sections from from db/m and db/db group. **(A)** Representative immunofluorescence staining of Iba-1, Nlrp3, Cmklr1 and Trem2. Representative images of Iba-1 (red) staining and representative images of Nlrp3, Cmklr1, Trem2 (green) staining. Nuclei are stained with DAPI (blue). (scale bar = 50 mm). Quantification of Iba1- **(B)**, Nlrp3- **(C)**, Cmklr1- **(D)**, Trem2- **(E)** positive cells in the db/db mice hippocampus. All data are represented as means ± S.E.M for 8 mice in each group. *P < 0.05, **P < 0.01 vs. db/m group.

**Figure 5:**
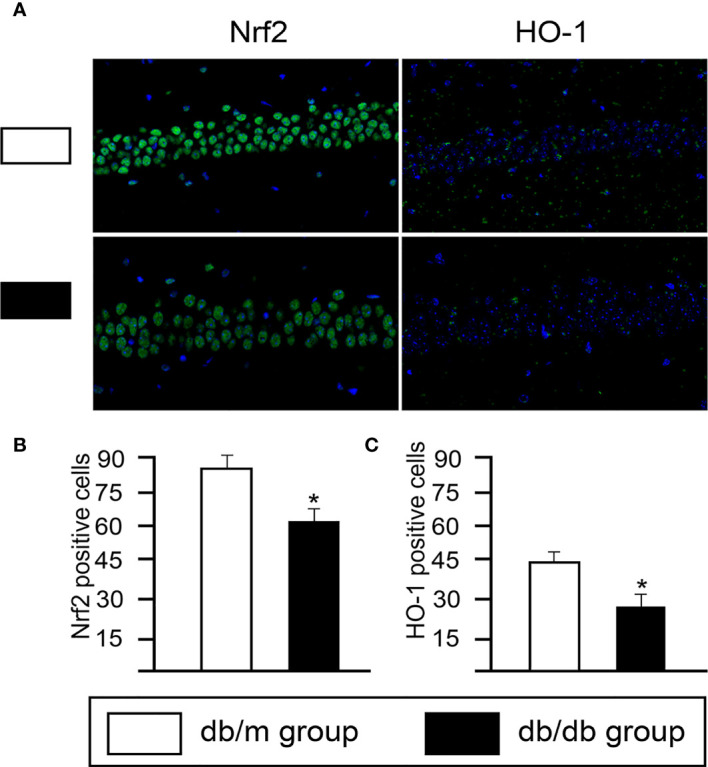
The changes of expression of Nrf2/HO-1 system in hippocampal CA1 sections from from db/m and db/db group. **(A)** Immunofluorescence analysis of Nrf2 and HO-1. Representative images of Nrf2 and HO-1 (green) staining in the hippocampus. Nuclei are stained with DAPI (blue). (scale bar = 50 μm). Quantification of Nrf2- **(B)** and HO-1- **(C)** positive cells in the db/db mice hippocampus. All data are represented as means ± S.E.M for 8 mice in each group. *P < 0.05 vs. db/m group.

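Of the 386 genes that Supplementary Table 2 gives as higher in db/db microglia, 336 (87.0%, interval 83.3% to 90.2%) had a higher summed CPM in db/db microglia-like cells, with a median log2 ratio of 0.28 (interval 0.27 to 0.29). Of the 382 genes it gives as lower, 333 (87.2%, interval 83.4% to 90.4%) had a lower CPM, with a median of -0.78 (interval -0.84 to -0.68). The genes of the table were chosen on cells of the same 2 libraries, so this is no independent evidence. The first share moved most, to 97.4%, with the db/m cells taken from Supplementary Table 5, and the second, to 99.7%, with cluster 3 counted as microglia-like, both chosen after seeing the data. Among the first genes of the table, Rps29 had a log2 ratio of 0.90 (interval 0.87 to 0.92), Arl13b 1.06 (interval 0.93 to 1.19) and Jak1 0.50 (interval 0.43 to 0.58). Arl13b had log2 ratios from 0.01 to 2.03 in the 13 other classes compared, and in 7 of them the interval held 0.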

Compared with the db/dm mice microglia, 768 differential genes were expressed in the db/db mice microglia, of which 386 genes were up-regulated and 382 genes were down-regulated (**Supplementary Table 2**). Functional enrichment analysis of upregulated genes was performed using the Kyoto Encyclopedia of Genes and Genomes (KEGG). The top 10 most remarkably enriched KEGG pathways were exhibited in microglia. 

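The ribosomal protein genes are a family that belongs to the KEGG pathway of Coronavirus disease-COVID-19. Their list here was chosen by gene symbol and also holds Rps19bp1, which is not a ribosomal protein gene. Its 84 genes had a median log2 ratio of 0.29 (interval 0.28 to 0.31) in microglia-like cells. This was above that of all 10000 random lists, and 81 of the genes were higher in db/db mice. The TMM normalization moved this median most, to 0.36. Of the genes of the NF-κB transcription factor, Rel had a log2 ratio of 0.52 (interval 0.47 to 0.57), Nfkb1 0.32 (interval 0.27 to 0.37) and Rela 0.19 (interval 0.11 to 0.27). With cells thinned to 500 UMIs the log2 ratio of Rela was -0.000668.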

KEGG pathways analysis suggested that compared with the db/dm mice microglia, the enrichment items of the db/db mice microglia were mainly concentrated in infection- and inflammation-associated pathways, such as pathways in Coronavirus disease-COVID-19, Epstein-Barr virus infection, phagosome and NF-κB signaling pathway (**Figure 6A**; **Supplementary Table 3**). Previous studies demonstrated that brain microglial overactivation can induce proinflammatory gene expression by activation of NF-κB signaling pathway following stroke (23), The down-regulated genes were evaluated by KEGG analysis, and the KEGG pathways were mainly enriched for terms involved in Parkinson disease, AD, oxidative phosphorylation, Huntington disease and Pathways of neurodegeneration-multiple diseases (**Figure 6B**; **Supplementary Table 4**). 

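The list of nuclear oxidative phosphorylation genes, chosen by gene symbol, also holds assembly factors such as Ndufaf1 and Sdhaf1. Its 94 measured genes had a median log2 ratio of -0.12 (interval -0.14 to -0.07), below all 10000 random lists. Of the 94, 27 were higher in db/db mice. The alternative that moved this median most, to -0.26, counted cluster 3 as microglia-like and was chosen after seeing the data. With the TMM normalization it was -0.06, and 39 of the 94 were higher. Over genes with a mean of at least 10 CPM, the median was also below 0 in every other class compared but ependymal-like cells (0.05). It was lowest in choroid plexus-like (-0.60) and border macrophage-like cells (-0.43), and its interval held 0 in B cell-like and oligodendrocyte-like cells. The lower level is therefore not limited to microglia-like cells.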

GO term analysis of the upregulated genes of microglia revealed enrichment of expected biological processes such as immune system process, inflammatory response, cellular response to lipopolysaccharide, defense response to Gram−positive bacterium and positive regulation of interleukin-6 (**Figure 6C**), and it has also been reported that microglial inflammatory activation, stimulated by diabetes mellitus (DM), which caused memory deficits, gene alterations in brain endothelium (24). Furthermore, GO analysis was performed on the down-regulated genes (fold change > 1.5), and the gene functions were primarily enriched in the items related to myelination, microtubule cytoskeleton organization, neuron projection development, nervous system development and oligodendrocyte differentiation. (**Figure 6D**). 

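Of the inflammatory genes, Cxcl2 (ENSMUSG00000058427, chromosome 5 from 90903871 to 90905938) had the largest log2 ratio after Ttr and Apoe among genes with a mean of at least 100 CPM in microglia-like cells. It was at 244 CPM (4176 UMIs) in db/db and 95.2 CPM (592 UMIs) in db/m microglia-like cells, a log2 ratio of 1.36 (interval 1.23 to 1.48). A UMI of Cxcl2 was found in 22.5% and 11.3% of these cells, and in 9.24% and 4.94% after thinning to 1000 UMIs. The background shares in oligodendrocyte-like cells were 4.06% and 1.30%, and 0.230% and 0.207% after thinning. Stat3 had a log2 ratio of 0.36 (interval 0.29 to 0.44).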

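Ptgds (ENSMUSG00000015090, chromosome 2 from 25466709 to 25470046), which is among the first genes lower in Supplementary Table 2, was at 45.1 CPM in db/db and 369 CPM in db/m microglia-like cells, a log2 ratio of -3.03 (interval -3.15 to -2.92). It was lower in db/db in all 13 other classes, by log2 ratios from -6.05 to -0.24. Aplp1, Cryab and Mal had log2 ratios of -2.85 (interval -3.09 to -2.62), -2.53 (interval -2.72 to -2.34) and -2.40 (interval -2.59 to -2.21). These 3 genes were between 11.9 and 20.3 CPM in db/db and between 85.7 and 112 CPM in db/m microglia-like cells.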

Consistent with our findings, microglial plays a crucial role in neurodegeneration, probably as a result of the different pathological substrates associated with neurodegenerative diseases as well as systemic inflammation and factors influencing insulin resistance, such as T2DM (25). Taken together, the results of GO and KEGG analysis reveal that the T2DM could induce the activation of microglia which in turn might cause learning and memory, as well as an increased risk of neurodegenerative diseases.

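On the scale used here for Supplementary Table 2, the natural log of the mean of per-cell values per 10000 UMIs plus 1, 692 of its 768 genes had the same sign in the microglia-like cells as in the table. Their medians were 0.15 for the 386 genes given as higher and -0.06 for the 382 given as lower. From the GO and KEGG results, the paper proposes that T2DM could induce the activation of microglia, which in turn might affect learning and memory and raise the risk of neurodegenerative diseases.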

**Figure 6:**
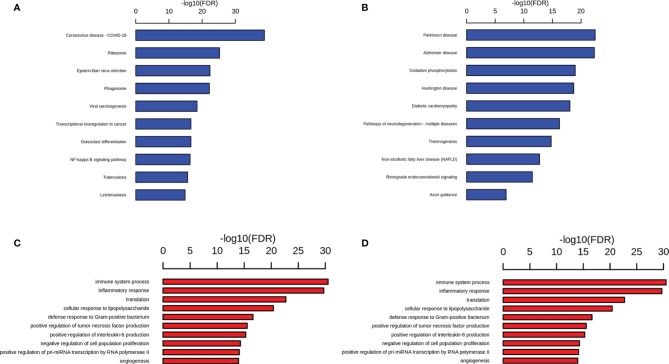
DEGs analysis reveal altered pathways in microglial cells in db/db mice. Representative GO **(A)** and KEGG **(C)** terms of upregulated gene in db/db mice microglial cells versus db/m microglial cells and representative GO **(B)** and KEGG **(D)** terms of downregulated gene in db/db mice microglial cells versus db/m microglial cells. Significance is indicated as a *P* value calculated using the Fisher exact test (*P*< 0.05) and expressed as -log_10_ (*P* value).

### Diverse Microglial Activation Responses Are Triggered in db/db Mice

Study has often referred to the response of microglia to injury or pathology as ‘‘activated,’’ an umbrella term that refers to biochemical and physiological deviations from homeostasis. Activated microglia are observed in nearly all neurological disorders, including neurodevelopmental and neurodegenerative diseases. However, it is unclear whether or how microglia regulate their response to specific types of injury (T2DM induced brain injury). 

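The 2573 microglia-like cells, clustered again by themselves, gave 11 sub-clusters, and 5 or 17 at resolutions of 0.5 or 2.0. Of the 11, 4 held over 90% db/db cells and 1 over 90% db/m cells, where 1771 of the 2573 cells were db/db. These numbers were 1 and 0 at a resolution of 0.5, and 5 and 2 at 2.0. The copy of Supplementary Table 5 used here is truncated and lists 1998 microglia, of which 1989 are db/m and 9 db/db cells. Of its 1989 db/m cells, 800 were among the 802 db/m microglia-like cells, 807 lay in cluster 3 and 382 elsewhere.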

Next, we assessed whether microglial cells in our data could be subdivided into subpopulations based on distinct activation states, cell markers and biological pathways and determined twelve subclusters with a microglial transcriptional profile (**Figures 7A, B**; **Supplementary Table 5**). Subsequently, we sought to determine the proportion of each subpopulation (**Figures 7C, D**), and perform DEGs and gene set enrichment analysis. 

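In the db/m cells of Supplementary Table 5, the largest subpopulations were 2 with 496 cells (24.9% of 1989) and 4 with 379 cells (19.1%), followed by subpopulation 0 with 338 cells (17.0%). Subpopulation 1 held 173 cells (8.70%), subpopulation 3 held 44 (2.21%), subpopulation 9 held 43 (2.16%) and subpopulation 7 held 3 (0.151%). Subpopulations 2 and 4 had median depths of 646 and 827 UMIs, which are 0.21 and 0.42 of the median of all cells in the other subpopulations, and 12.6% and 8.36% of their UMIs lay on haemoglobin, myelin and choroid plexus genes. The db/db shares were not analysed here, since the copy of the table holds 9 db/db cells.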

Interestingly, subpopulation 0, db/db mice had an increased proportion of inflammatory related subpopulations of microglia, such as subpopulation 1, subpopulation 3, subpopulation 7 and subpopulation 9 (**Figure 7C, D**). We identified the marker genes [sorted by average log2(fold change)] for each subpopulation relative to all other microglia subpopulations, and these genes were plotted using a heatmap (**Figure 7E**; **Supplementary Table 6**).

**Figure 7:**
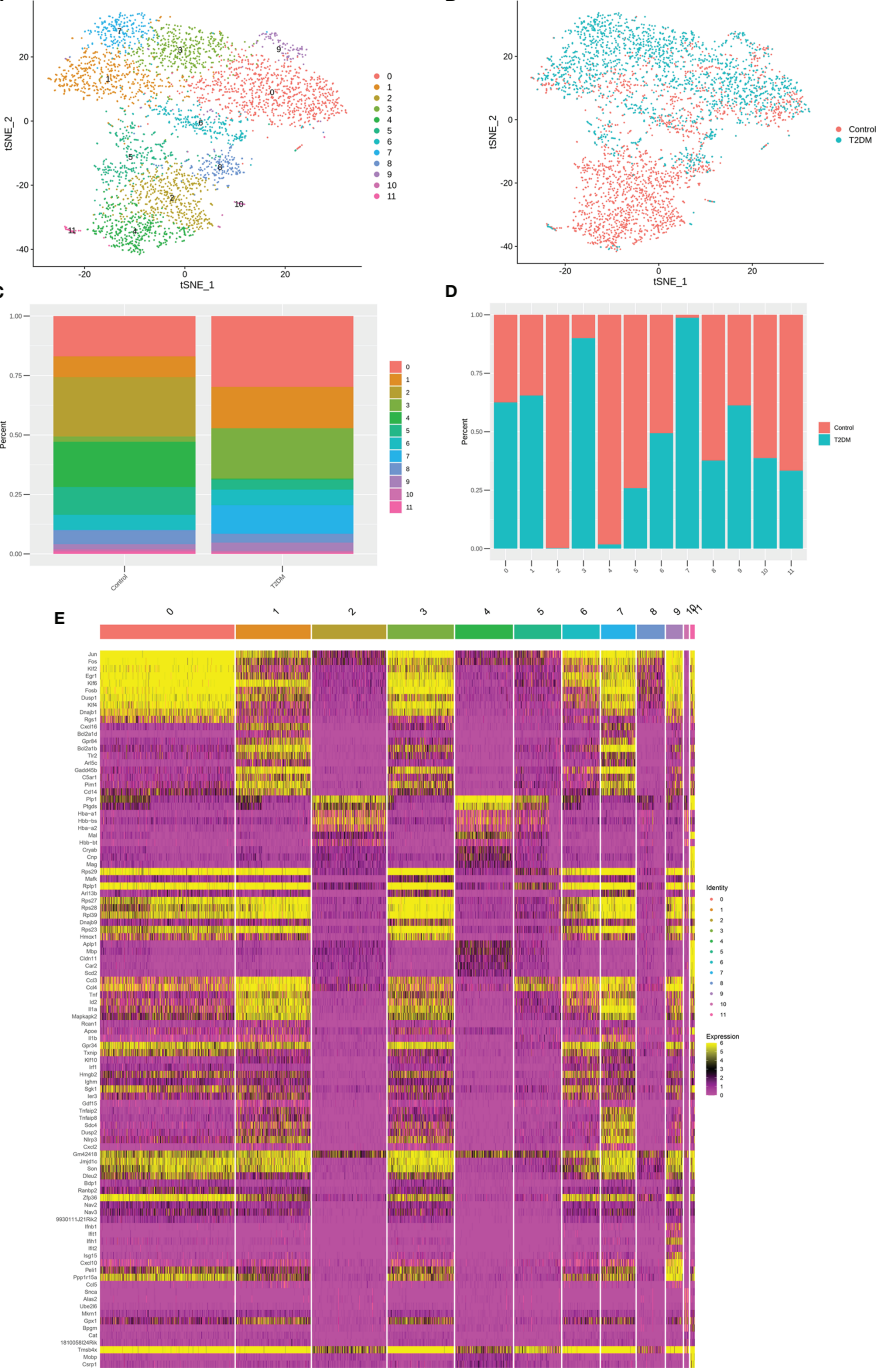
Subclustering of microglial cells. **(A)** t-SNE plot showing microglial cells subclusters. **(B)** t-SNE plot of microglial cell, colour coded according to genotype. **(C)** Percentage of cells in each microglial cell cluster. **(D)** Cell cluster percentages across two experimental groups (db/db and db/m). **(E)** The heatmap showing the expression levels of specific genes in microglial cells subclusters.

Our gene expression analysis revealed that most of the analyzed cells highly expressed marker microglia genes (C1qa, Fcrls, Cx3cr1, P2ry12/P2ry13, and Trem2) (26), but not all cells (**Supplementary Table 6**), indicating that existing detection techniques and marker definitions require further exploration. 

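In the db/m cells, summed by the subpopulations of Supplementary Table 5, C1qa ranged from 1299 CPM in subpopulation 4 to 8556 CPM in subpopulation 6, and Trem2 from 352 CPM to 2335 CPM in the same subpopulations. Cx3cr1 was at 1775 CPM in subpopulation 0, and at 744, 302 and 193 CPM in subpopulations 2, 4 and 10. P2ry12 was at 773, 255 and 592 CPM in these 3 subpopulations, and between 904 CPM in subpopulation 11 and 2188 CPM in subpopulation 6 elsewhere. Fcrls was lowest in subpopulation 4 (291 CPM) and P2ry13 likewise (52.2 CPM). The subpopulations were made from the same counts, so these values describe them.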

Except for the highly expressed marker genes, genes significantly upregulated were also found in specific microglial states, such as AD risk genes (**Supplementary Table 6**) (Ctsb, Ctsd, Trem2, and Tyrobp) are enriched in the activated response microglia (ARM), which was identified main activated microglia states by Sala Frigerio et al. (26). This highlights cognitive dysfunction in diabetes and the pathogenesis of AD may share some commonalities. 

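Among the db/m cells, subpopulation 6 had the highest level of Ctsb (2657 CPM, interval 2547 to 2771), Ctsd (9836 CPM) and Tyrobp (2449 CPM, interval 2343 to 2558), as it had of Trem2. Subpopulation 1 followed for Ctsb (2521 CPM) and Tyrobp (2422 CPM). Between the genotypes, in microglia-like cells, Ctsd (ENSMUSG00000007891) was lower in db/db mice, at 5750 CPM against 8405 CPM, a log2 ratio of -0.55 (interval -0.56 to -0.53). Ctsb had a log2 ratio of -0.22 (interval -0.25 to -0.20) and Tyrobp one of -0.09 (interval -0.12 to -0.06), which turned to 0.03 with cluster 3 counted as microglia-like.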

We also observed upregulation of neurodegeneration- and inflammation- related genes such as Csf2ra, Jun, Cox6c, Tlr7, and Ttr. 

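Ttr (ENSMUSG00000061808, chromosome 18 from 20665280 to 20674321), which encodes transthyretin, was at 1110 CPM (18999 UMIs) in db/db and 17.2 CPM (107 UMIs) in db/m microglia-like cells, a log2 ratio of 6.01 (interval 5.74 to 6.30). A UMI of Ttr was found in 99.4% of db/db and 12.5% of db/m microglia-like cells, and in 99.3% and 9.78% of oligodendrocyte-like cells. After thinning to 1000 UMIs these shares were 67.2% and 2.15%, and 66.1% and 2.23%, which differ by less than their intervals. Over the 12 other classes apart from choroid plexus the median log2 ratio of Ttr was 6.18, with a range from 2.76 to 7.54, while choroid plexus-like cells held 342040 CPM in db/db and 267994 CPM in db/m mice. Cox6c (ENSMUSG00000014313) had a log2 ratio of 0.20 (interval 0.10 to 0.31), which turned to -0.18 with cluster 3 counted as microglia-like. Jun (ENSMUSG00000052684), one of the genes that cells of many types raise when tissue is dissociated, was lower in db/db mice, at 6437 CPM against 8709 CPM, a log2 ratio of -0.44 (interval -0.45 to -0.42). Csf2ra and Tlr7 did not differ beyond counting error, with log2 ratios of -0.03 (interval -0.17 to 0.10) and -0.08 (interval -0.22 to 0.06). Among the db/m subpopulations, Jun was highest in subpopulation 0 (14609 CPM) and Cox6c in subpopulation 4 (492 CPM).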

We found that cluster 1 expressed the higher levels of Gadd45b (Growth arrest and DNA-damage-inducible 45 beta) gene, which acts as an apoptosis factor and mediator of neuroinflammation (13, 27, 28), and inflammation makers (Cd14 and Tlr2) (13, 29), and showed enrichment for the GO term regulation of immune system process, inflammatory response and positive regulation of NF-κB transcription factor activity (**Figures 8A–C**). Additionally, the cluster 10 expressed the highest levels of the two best-known inflammation genes, Gpx1 and Cat (30) (**Supplementary Figures 1A–D**), the GO terms, including hydrogen peroxide catabolic process, heme biosynthetic process, response to oxidative stress and response to hydrogen peroxide (**Supplementary Figure 1E**). It is well known that persistent hyperglycemia causes oxidative stress, which leads to brain damage (31).

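In the db/m cells, Gadd45b (ENSMUSG00000015312, chromosome 10 from 80930073 to 80932204) was at 1528 CPM (2642 UMIs, interval 1470 to 1587) in subpopulation 1, and at most 724 CPM in the others apart from the 3 cells of subpopulation 7, with 1870 CPM (interval 1409 to 2434). Cd14 (ENSMUSG00000051439) was highest in subpopulation 1, at 990.5 CPM (interval 944 to 1039), followed by subpopulation 5 with 781 CPM (interval 691 to 879). Tlr2 (ENSMUSG00000027995) was also highest there, at 548 CPM (interval 514 to 584), followed by 443 CPM in subpopulation 5 (interval 376 to 518). With cells thinned to 500 UMIs, Cd14 and Tlr2 still ranked highest in subpopulation 1, at 1133 and 532 CPM. Between the genotypes Gadd45b had a log2 ratio of 0.26 (interval 0.21 to 0.31), Tlr2 0.11 (interval 0.03 to 0.19) and Cd14 -0.15 (interval -0.20 to -0.09), which turned to 0.02 with the db/m cells of Supplementary Table 5.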

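In the 19 db/m cells of subpopulation 10, with a median of 2607 UMIs, Gpx1 (ENSMUSG00000063856) was at 3205 CPM (249 UMIs, interval 2820 to 3629) and at most 476 CPM in the other subpopulations. Cat (ENSMUSG00000027187) was at 129 CPM in subpopulation 10, from 10 UMIs (interval 61.7 to 237), followed by 68.0 CPM in subpopulation 7, from 2 UMIs. With cells thinned to 500 UMIs, Gpx1 was at 1368 CPM in subpopulation 10 and still highest there. Haemoglobin genes took 58.5% of the UMIs of subpopulation 10 and between 0.0136% and 13.1% in the other subpopulations. Between the genotypes, Gpx1 and Cat had log2 ratios of -0.02 (interval -0.09 to 0.05) and 0.04 (interval -0.20 to 0.29) in microglia-like cells.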

**Figure 8:**
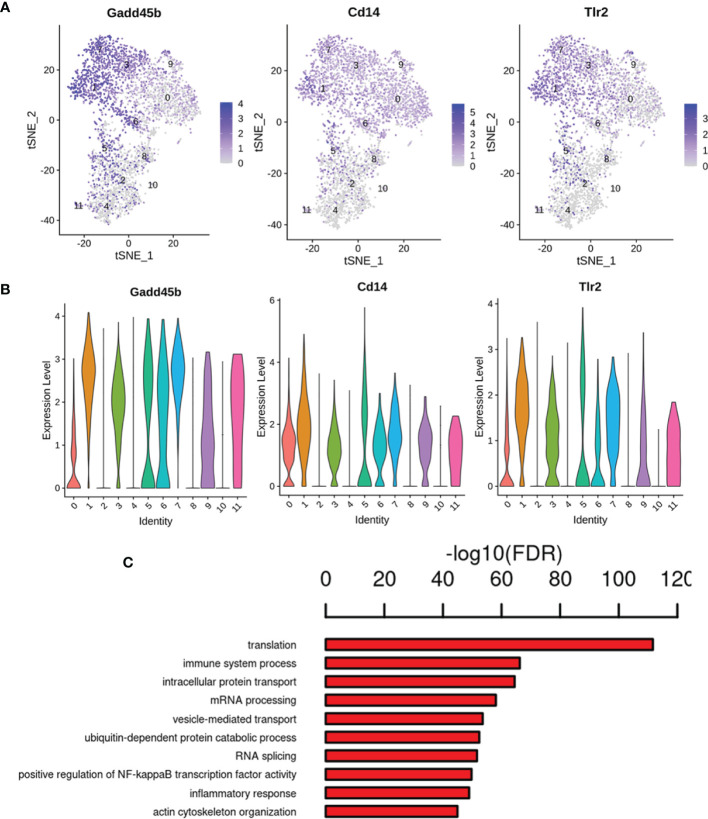
Gene expression pattern analyses in cluster 1. **(A)** Feature plot of inflammation marker genes Gadd45b, Cd14 and Tlr2 in cluster 1. **(B)** Violin plots revealed the expression of inflammation marker genes for 1 cluster. **(C)** The enriched GO terms of cluster 1 are shown.

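In the db/m cells, Ms4a6b was highest in subpopulation 9 (100.9 CPM) and was between 38.7 and 83.4 CPM in subpopulations 0, 1, 3, 5, 6 and 8, against 11.0 to 38.2 CPM in subpopulations 2, 4, 10 and 11. Ms4a6d reached 92.4 CPM in subpopulation 6, and 102 CPM in the 3 cells of subpopulation 7, where it had an interval of 21.0 to 298. Tmem176a was between 152 and 226 CPM in subpopulations 0, 1, 3, 5, 6, 8 and 9, and at 75.5, 41.2 and 232 CPM in subpopulations 2, 4 and 10. Tmem176b was between 329 and 446 CPM in the first of these groups, and at 198, 93.4 and 245 CPM in the second. In microglia-like cells these 4 genes had log2 ratios between the genotypes of -0.31 (Ms4a6b), -0.13 (Ms4a6d), -0.29 (Tmem176a) and -0.26 (Tmem176b), and the interval of Ms4a6d (-0.28 to 0.03) included 0.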

Interestingly, increased transcripts were observed for other Ms4a family members (Ms4a6b, Ms4a6d, Tmem176a, and Tmem176b) expressed by microglia (Cluster 0, 1, 3, 5, 6, 8, 9) (**Supplementary Table 6**). Genes such as macrophage migration inhibitory factor (Mif), lactate dehydrogenase A (Ldha), and triosephosphate isomerase 1 (Tpi1) were found to be upregulated in cluster 5 microglia (**Supplementary Table 6**). 

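In the 232 db/m cells of subpopulation 5, Mif (ENSMUSG00000033307) was at 202 CPM (71 UMIs, interval 157 to 254), against 248 CPM in subpopulation 6 and 242 CPM in subpopulation 4. Ldha (ENSMUSG00000063229) was at 131 CPM (46 UMIs, interval 95.6 to 174) in subpopulation 5 and 173 CPM (interval 154 to 194) in subpopulation 1. Tpi1 (ENSMUSG00000023456) was at 122 CPM (43 UMIs, interval 88.4 to 164), second to 134 CPM in subpopulation 0 (interval 120 to 148). The median depth of subpopulation 5 was 1187.5 UMIs, and the intervals of these 3 genes overlapped those of the subpopulation with the highest level.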

Of note, we found the most significantly enriched genes in cluster 7 microglia expressed many inflammatory signals that were not normally expressed in other microglial clusters (**Figures 9A-B**; **Supplementary Table 6**). They upregulated various pro-inflammatory chemokines Nlrp3, Lgals3, Cxcl2, Cxcl10, Cxcl16 and inflammatory cytokine interleukin 1 (Il1a, Il1b), as well as Ccl4 and Ccl3 (32, 33). 

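These 9 genes together with Tlr2 and Ptgs2 had a median log2 ratio of 0.11 (interval 0.04 to 0.14) between the genotypes in microglia-like cells, above that of 75.5% of random lists, and 8 were higher in db/db mice. The alternative that moved the median most, to 0.18, took the db/m cells from Supplementary Table 5 and was chosen after seeing the data. The chemokine genes Ccl3 and Ccl4 were lower in db/db mice, with log2 ratios of -0.37 (interval -0.40 to -0.35) and -0.36 (interval -0.38 to -0.34), as was Cxcl10 with -0.26 (interval -0.31 to -0.20). Il1a had a log2 ratio of 0.12 (interval 0.07 to 0.16), and those of Il1b (0.04), Cxcl16 (0.05) and Lgals3 (0.25) did not differ beyond counting error. Subpopulation 7 held 3 db/m cells with a median of 10122 UMIs, so that its values rest on few UMIs. It had the highest level of Ccl3 among the db/m subpopulations (8025 CPM, interval 7034 to 9117) and of Nlrp3 (510.1 CPM from 15 UMIs, interval 285 to 841), where subpopulations 3 and 1 followed with 509.5 and 493 CPM. Il1a was at 986 CPM and Cxcl2 at 136 CPM in subpopulation 7, and at 1477 and 248 CPM in subpopulation 1. Lgals3 and Il1b had 0 UMIs in subpopulation 7, which allows up to 125 CPM. Cxcl10 and Ccl4 were highest in subpopulation 9, at 3344 and 13284 CPM.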

The ligand for chemokine receptor type 5 (Ccr5) is Ccl4, also referred to as macrophage inflammatory protein-1β (Mip-1β), which adjusts the transmission and responder functions of different immune cells (34). Additionally, cluster 7 showed enrichment for the GO term regulation of immune system process, inflammatory response, positive regulation of I-κb kinase/NF-κB signaling and NF-κB transcription factor activity (**Figure 9C**), leading us to postulate that these cells represent pro-inflammatory lesional microglia, which might be defined as into the phenotypes M1 (proinflammatory) (35). Recently Rangaraju et al. found significant molecular heterogeneity in DAM (disease-associated microglia) (13). Interestingly, genes related to pro-inflammatory DAM, such as Tlr2, Ptgs2, Il1b and regulators (NF-κb, Stat, and RelA), were mainly enriched in cluster 7 microglia (**Supplementary Table 6**). Moreover, cluster 6 microglia also expressed upregulated the inflammatory signals genes in cluster 7 microglia, indicating an overlap in transcriptional signaling and may be some association between these two states. These findings could be translated to human disease, and novel microglial pathogenic markers might serve as biomarkers or therapeutic targets, which also help to further define how we distinguish microglial activation states *in vivo*.

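In the 3 db/m cells of subpopulation 7, Stat3 was at 442 CPM (13 UMIs, interval 235 to 756), Nfkb1 at 816 CPM (24 UMIs, interval 523 to 1214) and Rela at 272 CPM (8 UMIs, interval 117 to 536), while Ptgs2 had 0 UMIs. Nfkb1 was highest in subpopulation 1 (855 CPM), Rela in subpopulation 3 (361 CPM), and Ptgs2 was highest in subpopulation 5 (36.9 CPM). Between the genotypes Ptgs2 (ENSMUSG00000032487, chromosome 1 from 150100031 to 150108227) was at 37.3 CPM (638 UMIs) in db/db and 16.1 CPM (100 UMIs) in db/m microglia-like cells, a log2 ratio of 1.21 (interval 0.91 to 1.53).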

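In the 126 db/m cells of subpopulation 6, with a median of 6606.5 UMIs, Ccl4 was at 9607 CPM (interval 9397 to 9822) and Cxcl10 at 713 CPM (interval 657 to 774), each second among the 12 subpopulations. Ccl3 was at 3540 CPM and ranked 5, Il1a at 660 CPM and ranked 6, and Il1b at 151 CPM and ranked 7. Nlrp3 was at 109 CPM (interval 88.0 to 134) and ranked 8, and Cxcl2 was at 13.4 CPM (11 UMIs) and ranked 11.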

**Figure 9:**
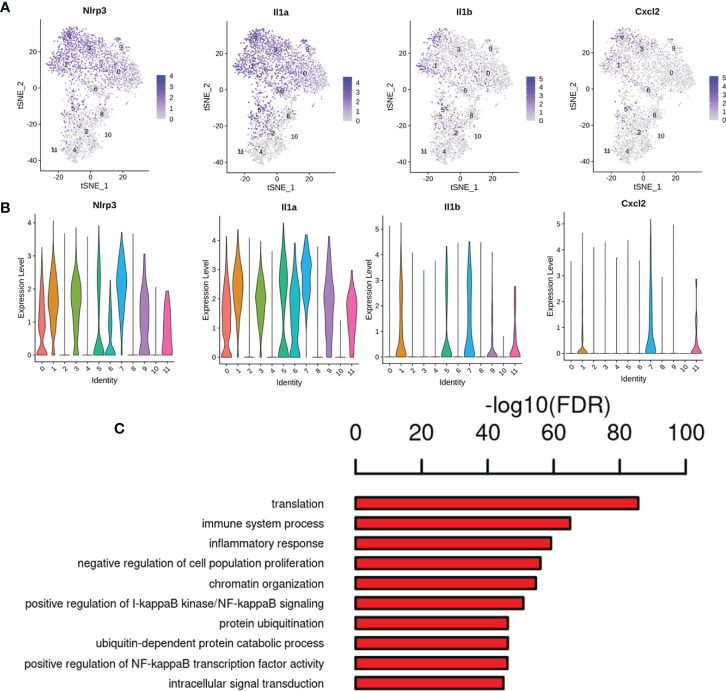
Gene expression pattern analyses in cluster 7. **(A)** Feature plot of inflammation marker genes Nlrp3, Il1a, Il1b and Cxcl2 in cluster 7. **(B)** Violin plots revealed the expression of inflammation marker genes for 1 cluster. **(C)** The enriched GO terms of cluster 7 are shown.

## Discussion

Cognitive impairment is an important complication in the CNS of diabetic patients, which could reflect diabetes induced changes in the brain. There are some studies suggesting the link between AD and T2DM, such as hyperglycemia, leading to glutamate induced excitotoxicity in neuronal cells and may contribute to oxidative stress, amyloid- β accumulation, tau hyperphosphorylation, formation of advanced glycation end products (36). Whereas, the multifactorial pathogenesis of diabetic encephalopathy remains unclear. The diabetic db/db mouse is a ideal animal model to study the pathophysiology of diabetes mellitus, because this organism, like humans, develops diabetes and its associated complications, including oxidative stress, obesity, and hyperglycemia. Furthermore, db/db mouse shows neurobehavioral deficits, autonomic behavior and memory impairment are important roles of hippocampal damage caused by T2DM (37). In the present study, our MWM results suggested that db/db mice suffered from impaired in memory ability and spatial learning, indicating db/db mice had deficits in long-term and spatial memory functions (38, 39). The complexity of hippocampus structural makes it vulnerable to a variety of pathological conditions such as diabetes and is one of the most sensitive regions of the brain to microenvironmental changes (1). Next, we explored the different cell types and their unique transcriptional features in the mouse hippocampus at single-cell level using scRNA-seq technology. Overall, the results of analysis based on changes in cell abundance and intercellular communication suggest different hippocampus cells exhibit different degrees of sensitivity to DCD. Analysis of DEGs between the db/m and db/db groups showed that gene transcription in each cell type underwent widespread changes in db/db mice.

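Over 13 classes with at least 20 cells in each library, besides the microglia-like cells, the median log2 ratio of all measured genes lay between -0.27 in border macrophage-like and 0.09 in ependymal-like cells. The log2 ratios of genes in each of these classes correlated with those in microglia-like cells, with Pearson's r from 0.11 in neuron-like to 0.48 in endothelial-like cells. This is a correlation across 1372 to 2254 genes, which are not independent replicates. The haemoglobin genes, Ttr, Ptgds and the oligodendrocyte markers were left out of it. The classes differed in depth between the libraries, as in endothelial-like cells with medians of 8444 UMIs in db/db and 1071 UMIs in db/m mice, and the neuron-like cells of the db/db library also carried microglial transcripts.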

The pathogenesis of DCD is complex and not very clear, among which the more definite view is that persistent inflammation caused by the secretion of a large number of pro-inflammatory factors and pro-oxidant substances is the main contributing factor to DCD (40). Activated microglia of the CNS are major cellular responders to injury or infection, which may drive or perpetuate CNS inflammation by increasing the expression of inflammatory molecules, thereby exacerbating some of these detrimental processes (41). GO and KEGG pathway analyses showed that inflammation-, immunity-, and infection-associated terms were enriched in db/db mice microglia, such as Il17ra, Il6ra, Cmklr1, Nlrp3, Trem2, Coronavirus disease-COVID-19, Epstein-Barr virus infection, phagosome and NF-κB signaling pathway. Among immune cells in the CNS, which has a vital role in propagating neuroinflammation (42). Numerous evidences suggested that the activation of Nlrp3 plays a vital role in DCD and other neurodegenerative diseases (43, 44). Nlrp3 is mainly involved in neuroinflammation *in vivo* and *in vitro*. For example, recent studies have reported that Nlrp3 can activate Tlr4 signaling, leading to the neuroinflammatory responses (45), and illustrated the possible mechanism related to Nlrp3 inflammasome and peripheral inflammation in microglia of mice, and the aggravation of diabetes neuroinflammation in the cortex and hippocampus (46, 47). Additionally, research shows that the chemokine-like receptor 1 (Cmklr1) is a chemokine like G protein-coupled receptor expressed on specific cell populations in mice and humans, including inflammatory mediators, dendritic cells, neurons and microglia, regulating chemotaxis to the sites of inflammation and activation state (48, 49). Lately, it has been reported that Cmklr1 axis contributed to the development of diabetic cardiomyopathy on inflammation, which was primarily mediated by Nlrp3 inflammasome (50). Triggering receptor expressed on myeloid cells 2 (Trem2) is a single pass transmembrane receptor that activates a range of signaling pathways associated with immune function through ligand binding (51). Trem2 has been used as a microglial activation marker and a general requirement for its activation (29, 52). Galectin-3 can bind to the Trem2, activate microglia, and induce neuroinflammatory responses in an AD mouse model, our recent study confirmed that inhibition of endogenous Trem2 ligand ameliorates DCD by inhibiting oxidative stress and neuroinflammation (53). In addition, studies have shown that hyperglycemia leads to NF‐κB activation and triggering the release of proinflammatory cytokines (54). Cytokines (IL and TNF‐α) expressed and secreted by microglia in the CNS and are involved in the regulation of neuroimmune endocrine networks (55). The histological features of many neurological diseases are mostly characterized as ‘‘microgliosis’’, which includes alterations in microglial morphology, change of gene expression, but also migration, growth and proliferation in response to injury (56). Iba-1, a microglia specific marker, has been reported to be widely used for microglial detection, and increased expression of Iba-1 could suggest microglial activation (57), which was also confirmed by our Iba-1 immunofluorescent staining results. In addition, Microglial activation was closely associated with neurodegenerative diseases, such as AD, Parkinson’s disease, and multiple sclerosis (40). Interestingly, our KEGG pathway analyses revealed that Parkinson disease, AD, Huntington disease and Pathways of neurodegeneration-multiple diseases were enriched in microglia.

The state of microglia in the CNS changes rapidly with the change of environment, but its molecular and functional characteristics are not clear (41). Accumulating evidence suggests that CNS microglial activation is heterogeneous, depending on the factors that microglia become activated, there are three states of microglia, “classical activation,” “alternative activation,” and “acquired deactivation” (58). Classical activation is related to the production of pro-inflammatory cytokines such as TNF-α, nitric oxide (NO) and proteases and are also called “M1 microglia,”, whereas alternative activation and acquired deactivation are termed “M2 microglia” (58). In brief, the M1 activation state is defined as the pro-inflammatory M1 phenotypes, and the M2 activation state is considered to anti-inflammatory or neuroprotective M2 phenotypes. In our results, compared with db/m mice, the relative abundance of microglia in db/db mice changed significantly, further analysis of differentially expressed genes revealed, the inflammation related genes were found to be upregulated in db/db microglia, which leading us to postulate that these cells represent pro-inflammatory lesional microglia, which might be defined as into the phenotypes M1 (proinflammatory). However, simple classification scheme might lump together heterogenous sets of microglia, the information obtained from histological research might be limited or even misunderstood.

Next, we identified twelve microglial subpopulations according to microglia with different activation states/biological pathways, which possessed unique molecular signatures in response to injury. We found that cluster 1 expressed the higher levels of Gadd45b gene, which was a member of the gene family related to apoptosis, and DNA damage repair (13). Studies have demonstrated that Gadd45b might be critically involved in neuroinflammation related neurological diseases (59, 60). Interestingly, our previous study confirmed Gadd45b modulated hippocampal neuroinflammation in animal model of post-stroke depression (PSD), Gadd45b may have therapeutic potential for CNS diseases through neuroinflammation (27). Of note, we found that inflammation associated terms were enriched in cluster 7, and express Nlrp3, Lgals3, Cxcl2, Cxcl10, Cxcl16 and inflammatory cytokine interleukin 1 (Il1a, Il1b), as well as chemokines Ccl4 and Ccl3. Additionally, regulation of immune system process, inflammatory response, positive regulation of I-κb kinase/NF-κB signaling and NF-κB transcription factor activity were enriched in cluster 7. We speculate that they might be a specialized group that uniquely initiates the inflammatory response. For example, Il1b can cause neurotoxicity (61), chemokines Ccl4 attracts infiltrating immune cells can exacerbate pathology. Lgals3 is the gene of galectin-3, our recent study showed that serum galectin-3 levels were remarkably increased not only in the of T2DM patients with mild cognitive impairment (MCI), but also in the serum and brain of T2DM mice, and we also confirmed galectin-3 was associated with neuroinflammation, oxidative stress, impaired learning and memory (53, 62). Our results suggested that galectin-3 could be a promising therapeutic target candidate for treating DCD. The functions of Ms4a family genes found in cluster (0, 1, 3, 5, 6, 8, 9) are currently not well defined and are primarily are transmembrane chemosensors (63), some of which regulate immune cell functions (64). Ms4a family members are a key modulator of Alzheimer’s disease risk (65), nevertheless, the functions of Ms4a family members in the disease is not understood. In addition, Mif in cluster 5 microglia is closely linked to the growth, motility, inflammation and immune regulation of immune cells in the CNS. Ldha and Tpi1 were related to glycolysis, indicating that the metabolic profile of these cells has changed. A change from oxidative phosphorylation to glycolysis and metabolism occurs when microglia are stimulated by adverse factors (40), and they regulate glucose metabolic profile after the transition to the active state, presumably to meet increased energy requirements.

A potential subtype of protective microglia, disease-associated microglia (DAM) were recently proposed in mice model of AD (5xFAD), and decipher their dynamics during AD progression (12). Interestingly, the conversion of microglia from a stable state to an activation status is thought to be a continual process, which includes two phases. The Trem2 independent stage (DAM1), involving activation of Tyrobp, Apoe, and B2m, and downregulation of the Cx3cr1 and P2ry12/P2ry13 genes, followed by the Trem2 dependent stage (DAM2) including upregulation of Cst7, Lpl, and CD9 genes (12). Research showed that DAM mitigates the disease through enhancing phagocytosis in the late stage of AD (12). In addition, single-cell analysis confirmed DAM have been identified in normal aging and in models of neurodegenerative disease, suggesting that DAM represent a general response to neurodegenerative diseases (66). Interestingly, we did not detect protective microglia associated with neurodegeneration in diabetes. 

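The 6 genes that the paper names as raised in the stages of protective DAM had a median log2 ratio of 0.04 (interval -0.09 to 0.22) in microglia-like cells, above that of 50.1% of random lists, and 3 were higher in db/db mice. The alternative that moved the median most, to 0.35, took the db/m cells from Supplementary Table 5 and was chosen after seeing the data. The median was then above that of 98.2% of random lists, and 5 of the 6 genes were higher. With cells thinned to 500 UMIs it was -0.25, above 6.23%, and 2 were higher. The place of this list therefore depends on the cells counted and on the scale. Apoe (ENSMUSG00000002985, chromosome 7 from 19696109 to 19699188) was at 624 CPM in db/db and 221 CPM in db/m mice, a log2 ratio of 1.50 (interval 1.41 to 1.58), and was also higher in db/db in 11 of 13 other classes, while the interval held 0 in 4 of the 13. B2m had a log2 ratio of 0.26 (interval 0.22 to 0.30) and Cd9 one of -0.43 (interval -0.47 to -0.39). Lpl (0.09, interval -0.14 to 0.31) and Cst7 (-0.01, interval -0.41 to 0.40) did not differ beyond counting error. Of the 3 genes that it names as lowered, which are not in this list, P2ry12 (-0.22, interval -0.25 to -0.18) and P2ry13 (-0.26, interval -0.34 to -0.18) were lower in db/db mice, and Cx3cr1 (0.10, interval 0.06 to 0.13) was higher.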

DCD may be an early stage of dementia with MCI, or cognitive impairment due to diabetes related cerebrovascular damage could serve as an explanation. Whereas, our study found pro-inflammatory DAM emerges in hippocampus of T2DM mouse model and are characterized by expression of pro-inflammatory genes (Tlr2, Ptgs2, and Il1b) and regulators (NF-κB, Stat, and RelA) (13). Over all, our study discovers previously unknown heterogeneity of microglia, a potential detrimental microglia type associated with DCD. Additionally, understanding the heterogeneity within the DAM may find new biological opinions into diversity of microglia and might contribute to the discovery of immunomodulatory therapeutic targets and drugs for DCD.

## Conclusion

In conclusion, through single-cell RNA sequencing, we gained a deeper insight into the heterogeneity of microglial cell populations in the db/db mice hippocampus. We observed changes in the abundance of hippocampal cell populations, most notably microglial cell populations, which confirm the novel opinion that microglia play a vital role in DCD. Our findings in this article should be verified in additional early/intermediate stage DCD models, and to determine their relevance in humans, in patient samples. Moreover, further evaluation of the differentially expressed pathways in functional experiments is required to assess whether they play a deleterious or protective role in DCD.

## Data Availability Statement

The original contributions presented in the study are publicly available. This data can be found here: NCBI, GSE201644.

## Ethics Statement

The animal study was reviewed and approved by Ethics Committee of Shandong Provincial Hospital Affiliated to Shandong First Medical University.

## Author Contributions

SM, RL, QY, and WB designed the experiments, analysis was carried out by XL, SL, YQ, and CH. SM and QY supervised the study. RL and QY wrote the article. All authors contributed substantially to the discussion of the content and reviewed or edited the manuscript before submission.

## Funding

This work was supported by National Natural Science Foundation of China (Grant No.82000771), Shandong Provincial Natural Science Foundation (Grant No. ZR2021MH014, ZR2019PH017), and Jinan Municipal Science and Technology Project (grant no. 202134033).

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

How the deposited data were processed for this re-analysis (not part of the article)

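Single hippocampal cells of diabetic (db/db) and control (db/m) mice aged 18 weeks were measured by droplet-based RNA sequencing, with 1 library per genotype. The authors deposited UMI counts per gene and cell barcode, without normalization, in a single matrix of 32285 genes and 17988 barcodes, and according to the methods the reads had been down-sampled between the samples before the counting. The header of the matrix names Cell Ranger 5.0.1. The genome build and annotation behind the counts are not given in the sources used here. Barcodes carry a suffix for their library, which was mapped to a genotype through the cells listed in Supplementary Table 5, and 123 barcode sequences occur with both suffixes. The db/db library held 57678640 UMIs and the db/m library 51248643 UMIs.

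Cells were kept with more than 200 and fewer than 8000 genes, more than 400 UMIs and less than 20% mitochondrial UMIs. Counts were scaled to 10000 UMIs per cell and log-transformed. Variable genes were those with the highest dispersion among genes of like mean, and the principal components and the graph of shared neighbours were computed with numpy 2.4.6. Both libraries were clustered together, on 2000 variable genes, 30 principal components, 20 neighbours and a resolution of 1, by the Leiden method of leidenalg 0.10.2 with igraph 0.11.9 and the seed 1. No integration of the libraries was run. Clusters were named from marker lists fixed before the data were examined. A cluster took the class whose markers had the highest mean log2 ratio of CPM over the other cells. That mean had to be at least 1, at least 3 markers had to be found in at least 25% of the cells, with the globin genes counted as 1 marker, and no other class past the same mean could lie within log2 1. A cluster also stayed unnamed where another class had more markers among the 10 genes with the highest ratio, or where its cells were shallow for their library and none of its markers was among those 10. This rule is the last of 3 versions, and the later 2 versions were each written after the clusters had been looked at. At the resolution of 1 the microglia-like and oligodendrocyte-like classes held the same numbers of cells under each version.

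UMIs were summed over the cells of a class in each library and scaled to CPM, and the ratio of db/db over db/m was taken on the log2 scale. A count of 0 was set to 3 where the other library held more than 3 UMIs, and a ratio with 0 in both was left out. Cells are not replicates of a genotype, so no test between the genotypes was run and no genes were called changed. Exact 95% intervals, Poisson for counts and Clopper-Pearson for shares and for the ratio of 2 counts, were computed with Python 3.11.15, scipy 1.17.1 and pandas 2.3.3. The interval of a list's median came from 1000 Poisson draws of the counts. The place of each median was taken among 10000 random lists, each gene being replaced by one of the 100 genes nearest in mean CPM among genes with a mean of at least 1 CPM. The median of all genes was taken over genes with a mean of at least 10 CPM. The correlations between classes used genes with a mean of at least 50 CPM in both classes. The haemoglobin genes, Ttr, Ptgds and the oligodendrocyte markers were left out of them. Classes were compared where each library held at least 20 cells, which left 14 classes, the microglia-like cells and 13 others. Astrocytes and neutrophils had fewer db/db cells and were left out. Genes were matched by Ensembl identifier to GENCODE M21 on GRCm38, and all 289 named genes were found.

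The lists of genes were the inflammation genes of the results, the pro-inflammatory genes named for subpopulation 7, the genes named as raised in protective DAM, homeostatic microglial genes, early response genes that dissociation raises, the myelin genes among the oligodendrocyte markers, nuclear genes of oxidative phosphorylation, ribosomal protein genes and the 13 mitochondrially encoded genes. Of the 9 homeostatic genes, 7 were also among the 13 markers that named the microglia-like class, as was Trem2. The oxidative phosphorylation and ribosomal protein lists were taken by the start of the gene symbol. They therefore also hold assembly factors such as Ndufaf1 and Sdhaf1, and Rps19bp1. The genes named in the text are those that the results and discussion name, the members of these lists, the 5 highest and 5 lowest log2 ratios among genes with a mean of at least 100 CPM, Lepr, Xist, Ddx3y and Uty, the first 5 genes of each direction in Supplementary Table 2, and Aif1, Nfe2l2 and Hmox1. Some of these genes are not reported here. The values in Supplementary Tables 1, 2 and 6 had been seen when this rule was written. Haemoglobin genes, C1qa, Alas2 and the border macrophage markers Mrc1 and Pf4 stand outside this rule and are named as markers of a cell type.

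The alternatives were other limits on mitochondrial UMIs (10% or none) and on UMIs (1000), resolutions of 0.5 and 2, 50 principal components (20 for the sub-clusters), clustering without the genes of free RNA, removal of doublets called by Scrublet in scanpy 1.11.5, the TMM normalization of edgeR 4.0.16, a total without the genes of free RNA, the mean of per-cell values, cells thinned to 1000 or 500 UMIs, and a lowest mean of 10 CPM. The genes of free RNA were the haemoglobin genes, Ttr, Ptgds and the oligodendrocyte markers. Added after seeing the data were removal of the highest 5% of Scrublet scores, the counting of cluster 3 as microglia-like, the db/m cells of Supplementary Table 5 in place of the class, and the first and second naming rules. With the db/m cells of Supplementary Table 5, the db/db cells were those of the microglia-like class and of cluster 3. Scrublet called 22 of 4667 db/db cells and 7 of 9953 db/m cells, so few that it did not serve its purpose in db/m.

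The naming was tested on simulated data. In a first simulation of 5 classes and 1500 cells, 80.5% of cells received the right name and 19.5% none, and 97.3% of oligodendrocytes at 2000 UMIs stayed unnamed. A second simulation of 16 classes was added after that result, with the depths of cells that had been named, and 99.85% of its 4520 cells received the right name and 0.155% a wrong one. It therefore does not show how cells like those left unnamed would be named, and the first result stands for oligodendrocytes of low depth. In simulated sums with 200 of 2954 genes changed, the log2 ratio had a median absolute error of 0.034, and the interval held the true value in 92.5% of genes.

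The subpopulations of microglia were taken from the copy of Supplementary Table 5 used here, which is truncated and holds 1989 db/m and 9 db/db cells, so only the db/m cells were summed by subpopulation. The ligand-receptor analysis, the immunofluorescence and the maze tests were not analysed here.

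Technical explanations were tested against predictions written down first, apart from the tests named in the closing section as chosen after the result was seen. For Apoe, for Hspa1b, Gadd45g and Hspb1, and for the depth of subpopulations 2 and 4, other rules for reading the same test were tried after the results had been seen and were then set aside for the rules written first. The tests of Slfn2, Arl13b, Hspa1b, Gadd45g and Hspb1 were later read by these rules for each gene apart, with the rule on like size that was used for Apoe.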

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

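The paper does not discuss 6 genes that were among the 5 highest or 5 lowest log2 ratios of db/db over db/m in microglia-like cells, among genes with a mean of at least 100 CPM, and that is why they are given here. The tests of Slfn2, Arl13b, Hspa1b, Gadd45g and Hspb1 were chosen only after these genes had been seen as the extremes, and reading them gene by gene was chosen after their values in other classes had been seen.

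Slfn2 (ENSMUSG00000072620, chromosome 11 from 83065112 to 83070678) had 3119 UMIs in db/db and 444 in db/m microglia-like cells, a log2 ratio of 1.35 (interval 1.21 to 1.50). Arl13b (ENSMUSG00000022911, chromosome 16 from 62793685 to 62847040), which Supplementary Table 2 lists but the text does not discuss, had a log2 ratio of 1.06. If a difference between the libraries in every class were the cause, both genes would be higher in db/db in most other classes, by a like factor. Arl13b was higher in 100% of 13 other classes, from 0.01 to 2.03, but in 7 of them the interval held 0, among them endothelial-like (0.01, interval -0.21 to 0.23) and oligodendrocyte-like cells (0.01, interval -0.22 to 0.24). Slfn2 was higher in 50% of 10 other classes, from -3.09 to 3.24, and was lower in B cell-like (-0.57), endothelial-like (-0.73), ependymal-like (-3.09), erythroid-like (-0.62) and mural-like cells (-2.40). It went the other way beyond its interval in 3 of the 10. Over the pairs of gene and class for both genes together 78.3% were higher, which by the rule written first decided nothing. For both genes a difference between the libraries and one between the genotypes cannot be told apart, since each genotype has 1 library and the other classes do not agree. The genotype stays open as untested.

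Ptgds (ENSMUSG00000015090) had a log2 ratio of -3.03 in microglia-like cells and was lower in db/db in all 13 other classes. Like the myelin genes, whose median over the other classes was -3.83, it may come from free RNA that differed between the libraries. No separate test was run for Ptgds, and the genotype stays open as untested.

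Hspa1b (ENSMUSG00000090877, chromosome 17 from 34956436 to 34959238) was at 614 CPM in db/db and 1488 CPM in db/m microglia-like cells, a log2 ratio of -1.28 (interval -1.32 to -1.24). Its near-identical copy Hspa1a (ENSMUSG00000091971, chromosome 17 from 34969190 to 34972156) had a log2 ratio of -0.84, and how UMIs were split between the 2 copies is uncertain. Gadd45g (ENSMUSG00000021453, chromosome 13 from 51846678 to 51848468) had a log2 ratio of -1.14 (interval -1.23 to -1.05) and Hspb1 (ENSMUSG00000004951, chromosome 5 from 135887919 to 135889563) one of -1.09 (interval -1.17 to -1.01). If a difference between the libraries in every class were the cause, the 3 genes would be lower in db/db in most other classes. Hspa1b was lower in 30.8% of 13 other classes and higher beyond its interval in 9, from -2.79 to 1.99. Hspb1 was lower in 38.5% and higher beyond its interval in 7 of 13, from -2.41 to 5.25. Many of these classes differed in depth between the libraries. In fibroblast-like and oligodendrocyte-like cells, nearer in depth, Hspa1b (0.33 and 0.15) and Hspb1 (0.57 and 0.78) were also higher. In B cell-like cells Hspa1b was lower (-2.79). The higher values argue against a difference between the libraries in every class as the cause for these 2 genes. Gadd45g was lower in 61.5% and higher beyond its interval in 2 of 13, from -2.07 to 1.51. For Gadd45g such a difference and one between the genotypes cannot be told apart, since most intervals held 0 or lay on the side of microglia-like cells. Over the 39 pairs of the 3 genes 43.6% were lower, which by the rule written first decided nothing. A response of some classes alone to the handling of one library was not tested, and the genotype stays open as untested.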

How the results depend on the processing

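The choices in these paragraphs were made before the data were examined, apart from the earlier naming rules and the last 3 settings described, which were chosen after seeing the data. Medians are log2 ratios of db/db over db/m in microglia-like cells. For the values below, the cause was not tested.

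Of the summary results under the first group of alternatives, 103 values stayed within the interval of the value reported and 57 left it. None of them reversed a direction whose interval excluded 0, while the median of the protective DAM genes, whose interval held 0, changed sign under some alternatives. Of the single genes, 480 values stayed within their interval, 119 left it and 2 changed sign. Under the alternatives chosen after seeing the data, 18 and 32 summary values stayed and left, and for single genes 92 stayed, 102 left and 7 changed sign. The median of all genes moved by less than 0.1 under each scaling.

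With a mitochondrial limit of 10%, 4414 db/db and 8608 db/m cells passed, microglia-like cells were 9.01% of db/m cells, and oligodendrocyte-like cells were 2.36% of db/db and 16.9% of db/m cells. Without this limit 4959 and 11210 cells passed. With more than 1000 UMIs required, 4410 and 6467 cells passed, microglia-like cells were 11.5% of db/m cells, and oligodendrocyte-like cells were 7.55% and 29.8%. The oligodendrocyte-like shares were 8.14% and 22.6% with 50 principal components, 6.39% and 16.4% without the genes of free RNA in the clustering, and 8.23% in db/db at a resolution of 2.0. Microglia-like cells gave 5 and 17 sub-clusters at resolutions of 0.5 and 2.0.

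With the TMM normalization the medians were 0.17 for the pro-inflammatory, -0.18 for the early response, -0.17 for the homeostatic, -0.0596 for the oxidative phosphorylation and 0.36 for the ribosomal protein genes. Of the paper's higher genes 91.7% were then higher, with a median of 0.34, and of its lower genes 81.4% were lower. With the mean of per-cell values the medians were -0.20 for the early response genes, -0.21 for the protective DAM genes, -2.88 for the myelin genes and 0.30 for the paper's higher genes, and 91.6% of its lower genes were lower, with a median of -1.08. With genes under a mean of 10 CPM left out, 79.3% of the paper's lower genes were lower, with a median of -0.18.

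With cells thinned to 1000 UMIs the medians were 0.16 for the inflammation, -0.21 for the early response, -0.20 for the homeostatic and -2.87 for the myelin genes. The log2 ratios of the genes of free RNA were then -3.27 for Ptgds, -2.46 for Mbp, -2.92 for Mal, -2.77 for Cryab, -1.51 for Hbb-bs and -0.76 for Hba-a1. With cells thinned to 500 UMIs the medians were -0.22 for the early response, -0.15 for the homeostatic, -0.25 for the protective DAM, -2.49 for the myelin and 0.31 for the ribosomal protein genes. Of the paper's lower genes 81.25% were then lower, with a median of -0.60. Gpx1 was then at 1368 CPM in subpopulation 10, and in subpopulation 1 Gadd45b was at 1410.4 CPM and Cd14 at 1133 CPM. Ddx3y turned to -0.20 and Rela to -0.000668. With doublets called by Scrublet removed, the median was -2.77 for the myelin genes and -0.89 for the paper's lower genes.

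With the highest 5% of Scrublet scores removed, oligodendrocyte-like cells were 4.56% and 14.6%. The medians were then -3.33 for the myelin, -0.15 for the oxidative phosphorylation and 0.28 for the ribosomal protein genes, and 90.8% of the paper's lower genes were lower, with a median of -1.14. With cluster 3 counted as microglia-like, the class was 40.3% of db/db and 18.1% of db/m cells. The medians were 0.34 for the inflammation, 0.17 for the pro-inflammatory, -0.15 for the early response, -0.0892 for the homeostatic, -3.31 for the myelin, -0.26 for the oxidative phosphorylation and 0.32 for the ribosomal protein genes. Of the paper's higher genes 96.4% were higher, with a median of 0.39, and 99.7% of its lower genes were lower, with a median of -2.12. Cox6c turned to -0.18, Hmox1 to 0.0336 and Tyrobp to 0.0349. With the db/m cells of Supplementary Table 5, the medians were 0.36 for the inflammation, 0.18 for the pro-inflammatory, -0.12 for the early response, -0.0588 for the homeostatic, 0.35 for the protective DAM, -3.27 for the myelin, -0.23 for the oxidative phosphorylation and 0.33 for the ribosomal protein genes. The paper's higher genes were then higher in 97.4%, with a median of 0.40, and its lower genes lower in 99.5%, with a median of -2.07. Cd14 turned to 0.0234, Cox6c to -0.14, Hmox1 to 0.0596 and Tyrobp to 0.0625.

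No paired analysis was possible because each genotype had 1 library. The number of db/m cells was 3 in subpopulation 7 and 19 in subpopulation 10, which limits what their values can show. Depth limits subpopulations 2, 4 and 8, with medians of 646, 827 and 795.5 UMIs per cell.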

Differences from the paper's values

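The shares of cells in the paper were read by eye from Fig. 2E, and a share is said to reach the paper's where neither is more than 1.5 times the other. Microglia were about 20% of db/m cells in Fig. 2E, read by eye, and the share here was 8.06%. None of the alternatives set before the data were examined reached the paper's value, and counting cluster 3 as microglia-like, which gave 18.1%, did so but was chosen after seeing the values. Oligodendrocytes were about 19% of db/db and about 57% of db/m cells in Fig. 2E, read by eye, and the shares here were 9.49% and 25.6%. These shares count named cells alone, while 20.0% of the db/m cells lay in unnamed clusters other than cluster 3, at a median of 863.5 UMIs, and 97.3% of simulated db/m oligodendrocytes at 2000 UMIs stayed unnamed. No setting that was run reached these values.

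The paper's fold changes of microglia in Supplementary Table 2 are on the natural log scale, and values here were computed as the natural log of the mean per 10000 UMIs plus 1. The paper's test took cells as replicates, and no test was run here. For the first genes given as higher, the paper's values were 2.06 for Ttr, 0.741 for Rps29, 0.570 for Arl13b, 0.616 for Rel and 0.517 for Jak1, and the values here were 2.40, 0.612, 0.445, 0.343 and 0.261. Of the first genes given as lower, the paper's values were -3.11 for Ptgds, -2.60 for Mal, -2.23 for Cryab and -2.23 for Aplp1, and the values here were -1.42, -0.785, -0.735 and -0.702. For the inflammation genes, the paper's values were 0.312 for Il17ra, 0.304 for Il6ra, 0.427 for Irf2bpl, 0.323 for Mafg, 0.356 for Map2k3, 0.299 for Ncf1, 0.589 for Nlrp3 and 0.271 for Trem2, and the values here were 0.157, -0.00254, 0.224, 0.113, 0.143, 0.116, 0.339 and -0.129. For Aif1, Nfe2l2 and Hmox1 the paper's values were 0.344, 0.389 and 0.297, and the values here were 0.0439, 0.184 and -0.0110.

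A value is said to reach the paper's where it has the same sign and the gap is no more than 0.5 of the width of the gene's counting interval in microglia-like cells, on the natural log scale, so that the gap allowed is wider for genes with few UMIs and narrower for genes with many. Of the alternatives set before the data were examined, thinning to 1000 UMIs reached the paper's value for Arl13b, with 0.505, and no other did so for any of these genes. Taking the db/m cells of Supplementary Table 5, which was chosen after seeing the values, reached the paper's value for each of these genes and dropped none of the paper's 768 genes by sign. Counting cluster 3 as microglia-like, also chosen after seeing the values, reached it for Ttr, Rps29, Arl13b, Jak1, Cryab, Aplp1, Il17ra, Irf2bpl, Mafg, Map2k3 and Ncf1, and dropped none of the 768 by sign, but left Rel, Ptgds, Mal, Il6ra, Nlrp3, Trem2, Aif1, Nfe2l2 and Hmox1 apart.

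The paper gives 9 inflammation genes as markers observed in db/db microglia. On summed CPM 7 of them were higher in db/db mice, and Cmklr1 and Trem2 were lower, at log2 ratios of -0.23 and -0.22. The paper gives Csf2ra, Jun, Cox6c, Tlr7 and Ttr as upregulated without naming the comparison. Between the genotypes 2 of these 5, Cox6c and Ttr, were higher in db/db microglia-like cells, Jun was lower by a log2 ratio of -0.44, and the intervals of Csf2ra and Tlr7 held 0.

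The other differences concern the subpopulations and rest on db/m cells alone, while the paper used cells of both genotypes. The paper gives Mif, Ldha and Tpi1 as upregulated in subpopulation 5, where they ranked 6, 5 and 2 of 12 here. Of the 9 genes that the paper names first for subpopulation 7, 2 were highest there (Nlrp3 and Ccl3), and Lgals3 and Il1b had 0 UMIs in its 3 cells. Of the further genes it names there, Stat3 was highest in subpopulation 7, and Tlr2 and Nfkb1 (subpopulation 1), Rela (3) and Ptgs2 (5) elsewhere. The paper states that subpopulation 6 also upregulated the genes of subpopulation 7. Here Cxcl10 and Ccl4 ranked 2 in subpopulation 6, while Nlrp3 ranked 8 and Cxcl2 ranked 11.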

Other observations

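The tests of the early response genes, of Trem2 and of the limit on free RNA for Apoe were chosen only after the result was seen, and the other tests of Apoe after the gene had been seen as an extreme but before its values in other classes were computed.

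The inflammation genes had a median log2 ratio of 0.22 in microglia-like cells. Their rise was not limited to this class. The median was highest in neuroblast-like (1.22), border macrophage-like (1.19) and neuron-like cells (1.12), and below 0 in T or NK cell-like (-0.18) and ependymal-like cells (-0.39). Homeostatic genes were also higher in neuroblast-like (1.45) and neuron-like cells (2.27). If free RNA had diluted the microglial UMIs of db/m cells, homeostatic genes would rise as much, and their median was -0.23, which argues against this explanation. If depth were the cause, the median would fall to that of like genes once cells are thinned. It was 0.16 after thinning to 1000 UMIs, above 82.9% of random lists, and 0.195 after thinning to 500 UMIs, above 89.1%, against 95.3% before. With the mean of per-cell values, where deep cells weigh no more than shallow ones, it was 0.24, above 97.9%, and 6 of the 9 genes were higher. These readings part, and 9 genes leave the place of the median uncertain. Depth and a difference in expression therefore cannot be told apart. The genotype stays open as untested.

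The 9 homeostatic genes had a median of -0.23 (interval -0.26 to -0.20), below all but 0.71% of random lists. Fcrls was lowest at -0.60, and Cx3cr1 (0.10) and Siglech (0.27) were higher in db/db mice. The class was named from 7 of these genes, which limits what their level can show.

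Higher early response genes in db/db microglia-like cells had been foreseen as a sign of handling and were not seen, so that test was not run. The 21 genes had a median of -0.25 (interval -0.28 to -0.22), below all but 0.01% of random lists, with Jun at -0.44, Fos at -0.35 and Egr1 at -0.30, while Fosb (0.40), Klf4 (0.52) and Nr4a1 (0.05) were higher. If handling of the db/m library as a whole were the cause, the median would be below 0 in most other classes. It was below 0 in 3 of 13 other classes and above 0 beyond its interval in 9, from -0.50 in monocyte-like to 1.24 in choroid plexus-like cells. Classes that differ in depth between the libraries cannot decide, as choroid plexus-like cells with medians of 68389 and 732.5 UMIs. Nearer in depth were neuron-like (0.74), fibroblast-like (0.59) and oligodendrocyte-like cells (0.07), which argue against handling of the db/m library as a whole as the cause. In B cell-like (-0.15) and erythroid-like cells (0.05) the interval held 0. Handling that acts on microglia alone was not tested, and the genotype stays open as untested.

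Apoe had a log2 ratio of 1.50 in microglia-like cells. Border macrophages among the db/db cells would carry their own markers, and the median over 7 markers accounts for 3.66% of the Apoe difference. Single markers went from 0.217% for Mrc1 (2.45 CPM in db/db and 2.41 CPM in db/m microglia-like cells) to 8.55% for Pf4 (4.26 and 0.161 CPM) and 10.9% for Cbr2 (0.526 and 0.161 CPM), and all 7 were higher in db/db. This argues against border macrophages as the whole cause. Free RNA from other cells would raise Apoe in most other classes, by a like factor only where a class holds little Apoe of its own. Apoe was higher in 84.6% of the 13 classes, but the ratios ranged from -0.43 to 5.42 with a median of 0.16. In 5 classes the interval reached at least the midpoint of the log2 ratio of microglia-like cells, a reading tried after the values were seen that would have counted against free RNA and was set aside. Direction alone would have favoured free RNA. As a limit, all Apoe of a db/db class was counted as free RNA and scaled by Ttr to the microglia-like cells, on the assumption that free RNA has one composition within a library. Of 12 classes T or NK cell-like cells, with 187 CPM of Apoe and 1360 CPM of Ttr, gave the lowest limit, 38.0% of the difference of 402 CPM (at most 50.5% with the intervals), and neuroblast-like cells gave 60.4% (at most 80.2%). The other 10 classes, from 121% in B cell-like to 8563% in border macrophage-like cells, set no limit below the whole difference, and since a class may make Apoe itself, each value is an upper limit and the lowest one holds. The lowest limit rests on one composition of free RNA within a library, which was not tested. Free RNA as the whole cause therefore stays open. The 13 classes include some rich in Apoe in both libraries, such as border macrophage-like (32021 CPM in db/m) and ependymal-like cells (6019 CPM in db/m). The sizes there cannot decide on free RNA. How much of the difference is from free RNA cannot be told apart from the genotype, which stays open as untested.

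The myelin genes were lower and Ttr was higher in db/db microglia-like cells. If free RNA from oligodendrocytes were the cause, myelin genes would be lower in the other classes that do not make myelin, and their median over 12 such classes was -3.83, with all 12 below 0. If free RNA from choroid plexus were the cause, Ttr would be higher in every other class, and its median over 12 classes was 6.18, with all 12 above 0. On direction, both results go with free RNA that differed between the libraries, and a difference within microglia was not tested apart from it. Over these classes the sizes were not alike, from -6.43 to -0.70 for the myelin genes and from 2.76 to 7.54 for Ttr. In several of these classes different clusters held most cells of each library, as in endothelial-like, ependymal-like and choroid plexus-like cells.

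Gpx1 and Cat were highest in subpopulation 10 of the db/m cells. If red blood cells were the cause, haemoglobin genes and Alas2 would be highest there. Haemoglobin genes took 58.5% of its UMIs and Alas2 was at 1661 CPM, while 5 of 6 microglial markers ranked 10 or lower of 12. This is consistent with red blood cells or their RNA in these 19 droplets, and other sources were not tested.

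Subpopulations 2 and 4 hold 496 and 379 of the 1989 db/m microglia of Supplementary Table 5. If they were droplets of low depth with free RNA, both would lie under a limit of depth written down in advance. The depth of subpopulation 4 was 0.42 of the median of all other cells, which missed that limit, and that of subpopulation 2 was 0.21, which met it, while 12.6% and 8.36% of their UMIs lay on genes of free RNA. None of their cells lay in the microglia-like class, and 360 and 151 lay in cluster 3. Against the median over the medians of the other subpopulations the larger value would be 0.105, a reading chosen after seeing the data and set aside. Low depth and a subpopulation of its own cannot be told apart, since only one of the pair passed the limit.

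Trem2 is higher in db/db microglia in the paper's table and was lower here, at a log2 ratio of -0.22. If the scale of the paper's table alone were the source, the value in the microglia-like cells would be positive on it, and it was -0.129, which argues against the scale alone. If low-depth droplets counted as microglia in db/m were the cause, the value would turn positive when cluster 3 is counted. On the scale of the paper's table it turned to 0.155, and to 0.278 with the db/m cells of Supplementary Table 5, against the paper's 0.271, which is consistent with the cells counted as a source on that scale. On summed UMIs it stayed negative, at -0.083 and -0.042, so that on this scale low-depth droplets and other differences cannot be told apart.

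For the proteins that the paper stained, the RNA in microglia-like cells gave log2 ratios of 0.05 (interval -0.01 to 0.11) for Aif1, 0.27 (interval 0.21 to 0.33) for Nfe2l2 and -0.09 (interval -0.14 to -0.04) for Hmox1. The last turned to 0.03 with cluster 3 counted as microglia-like.

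The mitochondrially encoded genes were higher and the nuclear genes of oxidative phosphorylation lower in db/db microglia-like cells, at medians of 0.35 and -0.12. The first median was 0.03 with cluster 3 counted as microglia-like and 0.01 with the db/m cells of Supplementary Table 5, with 7 of the 13 genes higher under each, and both alternatives were chosen after seeing the data. With cells thinned to 1000 and 500 UMIs the first median was 0.28 and 0.21. The median of the nuclear genes was also below 0 in every other class compared but ependymal-like cells (0.05). Their lower level is therefore not limited to microglia-like cells. No explanation of this pair of results was tested.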
